# TBX2 controls a proproliferative gene expression program in melanoma

**DOI:** 10.1101/gad.348746.121

**Published:** 2021-12-01

**Authors:** Sizhu Lu, Pakavarin Louphrasitthiphol, Nishit Goradia, Jean-Philippe Lambert, Johannes Schmidt, Jagat Chauhan, Milap G. Rughani, Lionel Larue, Matthias Wilmanns, Colin R. Goding

**Keywords:** TBX2, proliferation, senescence, cell cycle, DNA binding, DNA binding specificity

## Abstract

Senescence shapes embryonic development, plays a key role in aging, and is a critical barrier to cancer initiation, yet how senescence is regulated remains incompletely understood. TBX2 is an antisenescence T-box family transcription repressor implicated in embryonic development and cancer. However, the repertoire of TBX2 target genes, its cooperating partners, and how TBX2 promotes proliferation and senescence bypass are poorly understood. Here, using melanoma as a model, we show that TBX2 lies downstream from PI3K signaling and that TBX2 binds and is required for expression of E2F1, a key antisenescence cell cycle regulator. Remarkably, TBX2 binding in vivo is associated with CACGTG E-boxes, present in genes down-regulated by TBX2 depletion, more frequently than the consensus T-element DNA binding motif that is restricted to Tbx2 repressed genes. TBX2 is revealed to interact with a wide range of transcription factors and cofactors, including key components of the BCOR/PRC1.1 complex that are recruited by TBX2 to the *E2F1* locus. Our results provide key insights into how PI3K signaling modulates TBX2 function in cancer to drive proliferation.

## Abstract (precis)

In this study, Lu et al. investigated the repertoire of TBX2 (the antisenescence T-box family transcription repressor) target genes, its cooperating partners, and how TBX2 promotes proliferation and senescence bypass. Using melanoma as a model, they show that TBX2 lies downstream from PI3K signaling and that TBX2 binds and is required for expression of E2F1, a key antisenescence cell cycle regulator.

Senescence is characterized as an irreversible replicative arrest associated with activation of cell cycle inhibitors, chromatin reorganization, and inflammatory signaling known as the senescence-associated secretory phenotype, and can be triggered by a wide variety of cell-extrinsic and -intrinsic signals (for reviews, see Kuilman et al. 2010; Campisi 2013; He and Sharpless 2017; Herranz and Gil 2018). Once considered an artifact of culture conditions, senescence is now increasingly recognized as a physiologically important biological process. For example, senescence is critical for correct embryonic development (Muñoz-Espín et al. 2013; Storer et al. 2013), but as organisms age, the numbers of senescent cells can increase, leading to local inflammation, fibrosis, and stem cell dysfunction, which contribute to a wide range of age-related diseases (Campisi and Robert 2014; McHugh and Gil 2018; Khosla et al. 2020). This has led to significant interest in the possibility of targeting senescence using so-called senolytic therapy as an antiaging strategy (Zhu et al. 2015; Pignolo et al. 2020).

The negative role of senescence in aging is counterbalanced by its critical role in protecting against cancer initiation (Braig et al. 2005; Chen et al. 2005; Michaloglou et al. 2005). Activation of oncogenes such as RAS or BRAF can drive cells to undergo replicative stress (Bartkova et al. 2006; Di Micco et al. 2006), leading to oncogene-induced senescence (OIS) (Serrano et al. 1997). Consequently, for cancer initiation to occur, activation of oncogenes must be accompanied by senescence bypass mediated by inactivation of tumor suppressors such as Rb1—directly or via inactivation of INK4a (*CDKN2a*)—and p53.

One of the best-characterized models for understanding the role of senescence in cancer is cutaneous melanoma (Bennett 2015). For example, activation of BRAF in melanocytes can trigger an initial proliferative event followed by p16^INK4a^-triggered senescence, leading to formation of a benign nevus (Michaloglou et al. 2005; Gray-Schopfer et al. 2006). Progression to a radial growth phase melanoma requires inactivation of the Rb1 pathway that can occur via several mechanisms that converge on factors upstream of or downstream from Rb1 or p53 (Bennett 2015). This is reflected in mouse models, where melanocyte-specific activation of BRAF or NRAS is insufficient to generate melanomas but can do so when combined with loss of *INK4a* by mutation (Ackermann et al. 2005; Dhomen et al. 2009; Goel et al. 2009; Burd et al. 2014; Damsky et al. 2015) or its silencing by activated β-catenin (Delmas et al. 2007). Similarly, in zebrafish, activation of BRAF induces nevi, but will generate melanoma when combined with inactivation of p53 (Patton et al. 2005).

In addition to inactivation of the p53 and Rb1 pathways, OIS in melanoma and other cancers can be bypassed via activation of PI3K signaling, most frequently via inactivation of *PTEN* (Dankort et al. 2009; Vredeveld et al. 2012; Conde-Perez et al. 2015). However, how activation of PI3K signaling drives senescence bypass is not well understood. In primary cells, activation of PI3K can promote senescence, in part by promoting mTORC1-driven protein synthesis, leading to ER stress (Alimonti et al. 2010). In contrast, in melanoma cells with activated BRAF, it is possible that constitutive activation of PI3K may facilitate senescence bypass through the same mechanism, increasing capacity for protein synthesis to meet the demands of proliferation driven by constitutive MAPK signaling. Alternatively, PI3K signaling could increase the activity of transcription factors that facilitate senescence bypass. One candidate is TBX2, a key developmental transcription repressor (Naiche et al. 2005; Abrahams et al. 2010; Ghosh et al. 2017) that was identified in a senescence bypass screen in breast cancer, where it was shown to suppress p16^INK4A^ (*CDKN2A*) expression (Jacobs et al. 2000). In contrast, in melanoma, where p16^INK4A^ is frequently inactivated by mutation, depletion of TBX2 in both mouse and human melanoma cells leads to senescence associated with increased expression of *CDKN1A* encoding the p21 cyclin-dependent kinase inhibitor (CDKi), with TBX2 able to directly bind and repress the *CDKN1A* promoter (Prince et al. 2004; Vance et al. 2005). Although in rhabdomyosarcoma TBX2 can repress *PTEN* (Zhu et al. 2016), a negative PI3K regulator, whether it is activated by PI3K signaling is unknown. However, while TBX2 can suppress cell cycle regulators associated with senescence, whether it plays a wider role in reprogramming gene expression is unclear, as few target genes have been robustly defined.

Like other T-box factors, TBX2 will make DNA contact in both the major and minor grooves (Müller and Herrmann 1997; Coll et al. 2002; El Omari et al. 2012). However, while minor groove interaction with two G residues is critical for sequence recognition, they are insufficient to provide target gene specificity. Although TBX2 can recognize nucleosomal DNA (Demay et al. 2007; Zhu et al. 2018), suggesting it may play a role as a pioneer transcription factor (Zaret and Mango 2016), sequence-specific binding presumably arises via cofactor interaction. However, the repertoire of TBX2-interacting factors is poorly delineated, and whether in vivo it binds sequences other than the consensus T-element AGGTGTGA is unclear. Here we address these key outstanding questions to reveal that TBX2 is up-regulated by PI3K signaling, and find surprisingly that TBX2 depletion leads to loss of expression of many TBX2-bound genes, including *E2F1*. Remarkably, TBX2 is associated in vivo with E-boxes as well as T-elements and interacts with a wide range of transcription factors and cofactors, including the BCOR/PRC11 complex.

## Results

### TBX2 is regulated by PI3K signaling

TBX2 is a key antisenescence transcription factor whose role and regulation are poorly understood. After urothelial cancer, melanoma exhibits the second highest levels of TBX2 mRNA among all cancers (Fig. 1A). However, examination of *TBX2* expression in melanoma metastases versus primary tumors indicates no significant difference, but in each group there is a wide range of *TBX2* mRNA expression (Fig. 1B), most likely reflecting the importance of the intratumor microenvironment in controlling *TBX2* activity. This conclusion was strengthened by examining individual melanoma tumors that indicated that TBX2 protein expression is highly variable between tumors (Fig. 1C) and that *TBX2* mRNA levels vary significantly between individual tumors in the TCGA melanoma cohort (Fig. 1D, black line). In part, this may be because *TBX2* can be regulated by PAX3 (Liu et al. 2013), a key melanocyte transcription factor that can promote a melanogenic gene expression program but that also prevents differentiation (Lang et al. 2005), and potentially by the microphthalmia-associated transcription factor MITF (Carreira et al. 2000; Béjar et al. 2003), a key regulator of melanoma biology (Goding and Arnheiter 2019). In agreement, *TBX2* expression followed closely that of *PAX3* in human melanomas (Fig. 1D). Since in vivo tumors contain a mix of melanoma and nonmelanoma cells, we also asked whether any correlation with PAX3 or MITF was observed in 53 melanoma cell lines grouped according to four different melanoma phenotypes distinguished by *SOX10*, *SOX9*, and *MITF* expression (Tsoi et al. 2018). The results (Fig. 1E) show that *TBX2* is predominantly expressed in MITF^High^ cell lines corresponding to the differentiated and transitory phenotypes, and especially in the PAX3^High^ melanocytic phenotype.

**Figure 1.**
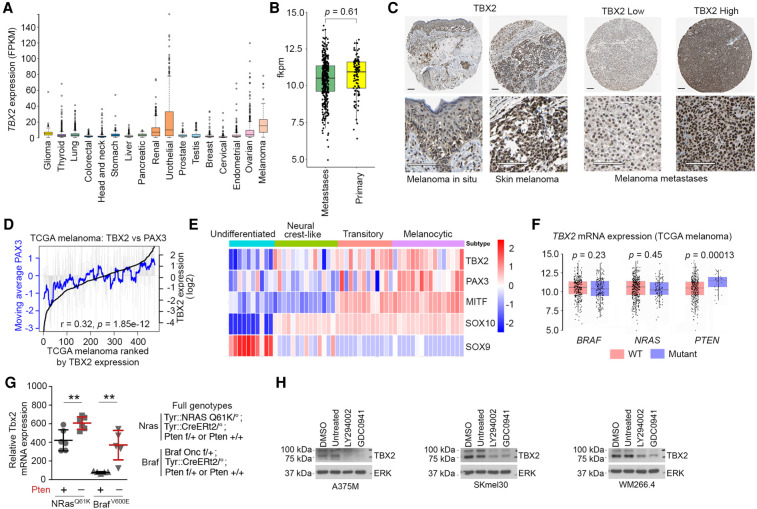
Regulation of *TBX2* by PI3K signaling. (*A*) TBX2 mRNA expression from the TCGA in range of cancers. (*B*) Relative expression of Tbx2 mRNA in primary or metastatic TCGA melanomas. (*C*) Immunohistochemistry showing TBX2 expression in examples of human melanomas. Scale bars, 100 mm. (*D*) Expression of *PAX3* and *TBX2* in TCGA melanoma cohort ranked by *TBX2* expression (black line). Gray bars indicate *PAX3* expression in each individual tumor, and the gray line indicates moving average over each group of 20 samples. (*E*) Relative expression of the indicated genes in 53 cell lines grouped by phenotype. Data are from Tsoi et al. (2018). (*F*) TBX2 mRNA expression in TCGA melanoma comparing WT with mutated BRAF, NRAS, or PTEN. (*G*) Expression of *Tbx2* mRNA in mouse melanoma tumors within the indicated genotypes. *NRas*^Q61K^/*Pten*^+^, *n* − 8; *NRas*^Q61K^/*Pten*^–^, *n* = 6; *BRaf*^V600E^/*Pten*^+^, *n* = 5; *BRaf*^V600E^/*Pten*^–^, *n* = 5. Error bars indicate SEM; Student's *t*-test. (*H*) Western blot showing expression of TBX2 in the indicated human melanoma cells after treatment with 20 mM LY294002 or 5 mM GDC0941 for 24 h. ERK was used as a loading control.

*PAX3* expression is controlled in melanoma by PI3K signaling (Bonvin et al. 2012), which has been implicated in both melanomagenesis and senescence bypass through inactivation or loss of PTEN, an inhibitor of PI3K, or via activating mutations in PI3K itself (Dankort et al. 2009; Madhunapantula and Robertson 2009; Cao et al. 2013; Marsh Durban et al. 2013). These observations raised the possibility that *TBX2* expression might be controlled by PI3K activity. In human melanomas, no correlation was observed between *TBX2* expression and activating mutation of BRAF or NRAS, but, in contrast, inactivation of *PTEN* correlated with elevated *TBX2* expression compared with tumors expressing WT *PTEN* (Fig. 1F). Beyond the key driver mutations, human melanomas are genetically complex. To be sure that loss of PTEN led to elevated TBX2 expression, we also examined *Tbx2* mRNA levels in tumors from genetically defined mouse models. The results revealed that mouse melanomas with activated Nras, which can activate PI3K signaling, expressed higher levels of Tbx2 than those with the *Braf*^*V600E*^ mutation, and that in both *Nras*^*Q61K*^ or *Braf*^*V600E*^ melanomas, loss of *Pten* increased *Tbx2* expression (Fig. 1G). Consistent with the correlations between mutations activating PI3K signaling and *TBX2* in human and mouse tumors, TBX2 protein levels were decreased in three human melanoma cell lines using two different PI3K inhibitors: LY294002 or GDC0941 (Fig. 1H). Similar results were obtained on inhibition of AKT that lies downstream from PI3K signaling using p-GSK3 as a marker of PI3K pathway activity (Supplemental Fig. S1A). The change in TBX2 protein was mirrored by a loss of TBX2 mRNA expression following PI3K inhibition (Supplemental Fig. S1B). Collectively, these observations place the antisenescence transcription factor *TBX2* downstream from PI3K signaling that mediates senescence bypass in BRAF mutated melanoma.

### HA epitope tagging endogenous Tbx2

To gain an insight into the role of TBX2 in melanoma, we aimed to identify the repertoire of TBX2-bound target genes using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). To this end, we initially attempted to undertake a ChIP-seq experiment using commercially available antibodies, but found that they were unable to immunoprecipitate chromatin-bound TBX2 to high efficiency. This is consistent with a previous study (Decaesteker et al. 2018) in which Tbx2 ChIP-seq from neuroblastoma cells identified only 557 significant bound sites (*q* < 0.05). Of these, only 107 could be converted to mouse genomic locations, none of which overlapped with those identified in a more recent ChIP-seq data set from developing mouse lungs (Lüdtke et al. 2021). These studies highlight the need for a robust and reproducible approach to Tbx2 ChIP. As an alternative strategy to using antibody against endogenous protein that can suffer from low affinity or lack of specificity, we previously used HA epitope-tagged proteins expressed from an inducible vector to generate high-quality ChIP-seq data sets (see Louphrasitthiphol et al. 2020). However, since increasing expression of a transcription factor can lead to more peaks being called (Louphrasitthiphol et al. 2020), we chose instead to tag the endogenous gene with the HA epitope using the endogenous fluorescent tagging (EFLUT) CRISPR/Cas9 system as described (Stewart-Ornstein and Lahav 2016). To this end, we designed guide RNAs to facilitate insertion of sequences encoding a 3x HA epitope tag, a P2A self-cleaving peptide, and a neomycin resistance immediately before the *Tbx2* stop codon (Fig. 2A). For this, we chose the B16 mouse melanoma cell line because it is readily susceptible to senescence after Tbx2 depletion (Prince et al. 2004; Vance et al. 2005) and does not express Tbx3 (Vance et al. 2005), a highly related T-box factor expressed in many human melanoma cell lines (Rodriguez et al. 2008) that can potentially regulate similar genes to Tbx2 (Hoogaars et al. 2008). After transfection of the appropriate template and guide RNAs, clones were selected using neomycin and screened by genomic PCR (Supplemental Fig. S2A,B). Three clones were identified (clones 2, 6, and 9), with Western blotting (Fig. 2B) indicating that all expressed HA-tagged Tbx2, although clone 2 appeared to retain some untagged Tbx2. Clones 2 and 9 exhibited a PCR profile consistent with the HA-P2A-Neo cassette being inserted correctly into at least one copy of the Tbx2 locus (Supplemental Fig. S2B), whereas clone 6 appeared to have an aberrant PCR profile using primers F2/R3. To verify the insertion was correct, PCR products from clones 2 and 9 were sequenced, and the results confirmed that the Tbx2 stop codon was deleted and the HA tag was in-frame with the C terminus of Tbx2 (Supplemental Fig. S2C). Immunofluorescence confirmed that, like endogenous Tbx2, the HA-tagged protein was localized to the nucleus (Fig. 2C), and two different siRNAs specific for Tbx2 were able to deplete both the endogenous protein and the HA-tagged versions (Fig. 2D).

**Figure 2.**
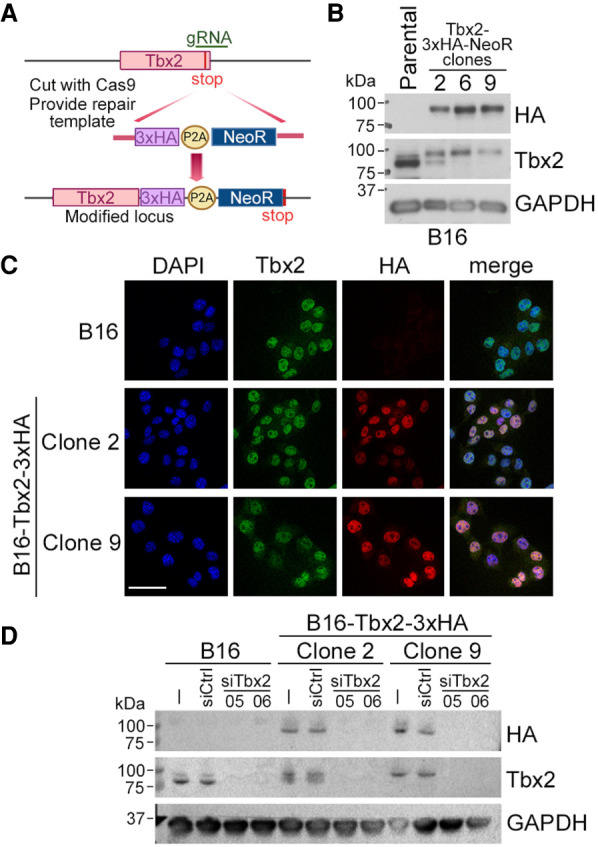
C-terminal epitope tagging endogenous Tbx2. (*A*) Strategy to tag endogenous Tbx2 with a 3x HA epitope tag. P2A indicates a self-cleaving peptide. (*B*) Western blot showing parental B16 cells and three selected Tbx2-HA-tagged derivative cell lines. Gapdh was used as a loading control. (*C*) Immunofluorescence of parental B16 cells and two selected Tbx2-H-expressing cell lines using anti-Tbx2 and anti-HA antibodies as indicated. Scale bar, 50 μm. (*D*) Western blot of parental B16 cells and Tbx2-HA-expressing derivatives transfected with two different Tbx2 siRNAs.

### Tbx2 interacts with non-T-element targets

We next identified the repertoire of genes bound by ChIP-seq of HA-tagged endogenous Tbx2. To ensure reproducibility, we performed biological replicates on both clone 2 and clone 9 (Supplemental Fig. S3A) and compared with the input controls. A read density heat map of the results (Fig. 3A) shows similar binding profiles using a peak-calling *q*-value of 0.01. For example, 2623 of the peaks called were common between the replicates of clone 2, 2682 were common between replicates of clone 9, and 1705 were common between all four replicates (Supplemental Fig. S3B). Of note, few peaks overlapped between our data sets and that previously published for mouse lungs (Supplemental Fig. S3C; Lüdtke et al. 2021), possibly because the genomic distribution of Tbx2 in lungs and melanoma are different, or because immunoprecipitation with anti-Tbx2 antibody may be less specific compared with use of anti-HA antibody. Moreover, because the previous study did not generate replicate ChIPs, we were uncertain of the reproducibility of the Tbx2 binding sites identified. Given that we used two clones each in replicate, we are confident that the binding sites identified are robust, a conclusion confirmed since we detected binding to previously reported Tbx2 target genes *Cdh1* (Rodriguez et al. 2008), *Ndrg1* (Crawford et al. 2019), and *Pten* (Fig. 3B; Zhu et al. 2016). Notably, while the promoter of *Cdh1* was previously reported to be a Tbx2 target (Rodriguez et al. 2008), the ChIP-seq results indicate that binding was within intron 2. Nevertheless binding to the *Pten* promoter, previously reported in muscle (Zhu et al. 2016), was confirmed, and the reported binding of Tbx2 to the proximal promoter of *Ndrg1* in breast cancer cells (Crawford et al. 2019) was also found, although with additional sites occupied within the first intron. A list of Tbx2-bound genes is shown in Supplemental Table S1. Overall, 38% of binding sites identified were within 3 kb upstream of the transcription start site, and of these, the great majority were located in the proximal promoter (Fig. 3C). Some 26% of Tbx2 binding sites were located in intergenic regions, and a similar proportion was found in introns. Gene ontology analysis of the binding sites ranked by *P*-value is shown in Supplemental Figure S3D and reveals that intronic or intergenic binding is connected to developmental processes. In contrast, those genes where binding is associated with promoters are preferentially linked to metabolism.

**Figure 3.**
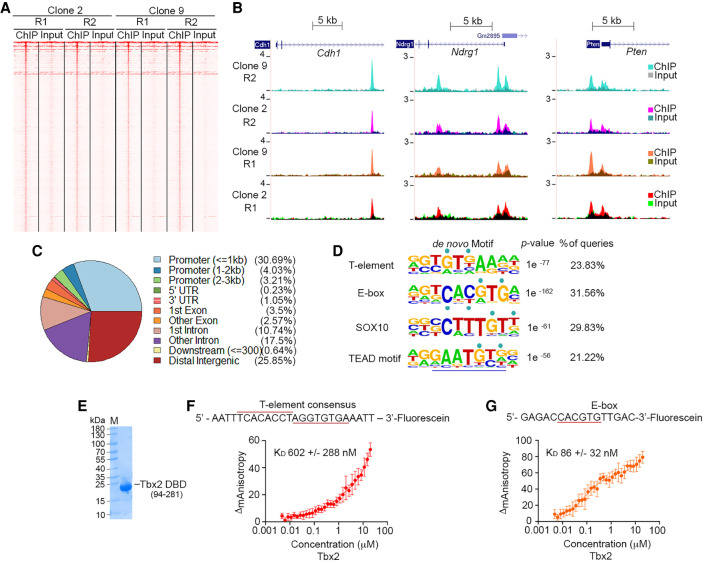
Tbx2-bound genes. (*A*) Read density heat maps derived from biological replicate (R1 and R2) ChIP-seq assays using anti-HA antibody and Tbx2-HA clones 2 and 9 compared with corresponding input controls. (*B*) UCSC browser screenshots showing ChIP peaks at the *Cdh1*, *Ndrg1*, and *Pten* genes. Reads corresponding to immunoprecipitated DNA are overlaid on those from the corresponding input controls. (*C*) Pie chart showing the relative genomic distribution of the Tbx2-HA ChIP peaks. (*D*) Consensus binding motifs beneath the Tbx2-HA ChIP peaks. (*E*) Coomassie blue staining of bacterially expressed and purified Tbx2 T-box (amino acids 94–281) (*F*,*G*) Fluorescence anisotropy using increasing concentrations of purified Tbx2 T-box and the indicated fluorescein labeled T-element (*F*) or E-box (*G*). Error bars indicate SD; *n* = 3.

The consensus binding site for T-box factors has been identified using in vitro binding assays and binding site selection experiments to be AGGTGTGA (Kispert and Herrmann 1993; Carreira et al. 1998; Conlon et al. 2001). DNA-T-box cocrystal structures (Müller and Herrmann 1997; Coll et al. 2002; El Omari et al. 2012) revealed binding to a widened minor groove and base-specific contacts with the Gs at positions 3 and 5 in the consensus. Consistent with this, analysis of the sequences beneath the Tbx2 peaks revealed a near consensus motif G/A**G**T**G**TGA (Fig. 3D). Surprisingly, however, we found Tbx2 could also recognize an E-box motif, TCACGTG, including a 5′ T residue with a lower *P*-value than the T-element. This sequence represents a consensus for recognition by the basic helix–loop–helix leucine zipper (bHLH-LZ) microphthalmia-associated transcription factor MITF (Aksan and Goding 1998), which controls many aspects of melanocyte development and melanoma biology (Goding and Arnheiter 2019), as well as by the bHLH-LZ transcription factors USF1 and USF2, which are implicated in control of expression of a wide range of E-box-containing genes (Corre and Galibert 2005). In addition to the E-box element, additional motifs were identified corresponding to those bound by the transcription factors SOX10 and TEAD, which, like the T-element and E-box, contained the key GTG recognition sequence. SOX10 is preferentially expressed in the neural crest, transitory and melanocytic phenotypes (Fig. 1E) and plays a key role in melanocyte and melanoma biology (Seberg et al. 2017a), while the TEAD transcription factor lies downstream from the Hippo signaling pathway implicated in response to mechanical stress and control of organ size and apoptosis (Ma et al. 2019).

Using a bacterially expressed and purified Tbx2 DNA-binding domain (Fig. 3E), we determined using fluorescent anisotropy that the in vitro DNA binding affinity of Tbx2 for the T-element (Fig. 3F) and the E-box (Fig. 3G) were 602 nM and 86 nM, respectively. The high affinity for the E-box compared with the T-element was surprising. We therefore examined binding to both the TEAD and SOX motifs as well as a GATA element that did not feature in the list of Tbx2 targets identified in our ChIP-seq data set. The results (Supplemental Fig. S3E) indicated that the affinity of Tbx2 binding to all three motifs was between that of T-element and the E-box, ranging from 292 nM to 173 nM. Collectively, these results may indicate that Tbx2 binding in vitro is relatively nonspecific, but that in vivo specificity is likely achieved through interaction with specific cofactors (see below).

### Tbx2-mediated gene regulation

While transcription factor binding to specific sequence elements is required for transcription regulation, it is not necessarily sufficient. A ChIP-seq peak, for example, cannot distinguish between many short-lived transcriptionally nonproductive binding events and fewer long-lived binding events reflecting increased dwell time that may lead to changes in transcriptional output (Lickwar et al. 2012). 

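Tbx2 mRNA fell in parental B16 cells and in clones 2 and 9 after transfection with Tbx2 siRNA. In the authors' deposited table for parental cells its log2 fold change against control siRNA was −2.96 (standard error 0.22, adjusted p = 1.42e-38). The authors' deposited tables for the clones give −2.26 in clone 2 (standard error 0.21, adjusted p = 2.15e-23) and −2.20 in clone 9 (standard error 0.23, adjusted p = 2.8e-19), at the authors' mean of 189.7 normalized counts. Tbx2, a T-box transcription factor, lies on chromosome 11 of GRCm38 from 85832615 to 85841948. The difference in its fall between parental cells and clone 2 was 0.70 on the log2 scale (standard error 0.31, adjusted p = 1.00 over all genes from a z-test), which did not pass the test. Between parental cells and clone 9 the difference was 0.77 (standard error 0.32), and it did not pass the same test. Tbx2 was thus estimated to fall less in both clones than in parental cells. A test adjusted over all genes does not show that the falls were equal. B16 is a mouse melanoma cell line, and clones 2 and 9 are B16 cells in which the endogenous Tbx2 carries an HA tag. RNA was collected 48 h after transfection with siRNA at 20 nM, and libraries were made with a kit that reads the 3′ ends of polyadenylated mRNA. There were 27 samples, 3 for each of 9 conditions: untransfected, control siRNA and Tbx2 siRNA in each line. The comparisons of Tbx2 siRNA with control siRNA are between the 18 samples that received an siRNA. Whether the 9 untransfected samples entered the authors' fit is not stated in the sources used here. Table S2A gives number 06 of the Tbx2 siRNAs for parental B16 cells. The deposited comparisons of all 3 lines carry the same siRNA label, siTbx2a. The number used in the clones is not given in the sources used here, which hold Table S2B only in part. The 19-base target of number 06, GGATTTGATGCAAATTTCT, lies on the plus strand of chromosome 11 of GRCm38 from 85841232 to 85841250, in exon 7 of 7 and within the 3′ UTR of Tbx2. The authors aligned the reads to mm10, counted them per gene and fitted the counts with DESeq2. Their deposited tables, 1 per line, give for each of 23420 genes the mean normalized count, the log2 fold change, its standard error, the Wald statistic, the p-value and the adjusted p. The mean normalized count of every gene was identical in the 3 tables, so it was not taken over the libraries of each line alone. The standard errors and p-values of a line may therefore also draw on libraries outside that line. An adjusted p is given for 11621 genes in parental cells and for 12023 genes in each clone. The tables hold no value per library, so the depth of each library is unknown, and the precision shows only in the standard errors, whose median over the 7698 genes with a mean normalized count of 50 or more was 0.16 in parental cells, 0.16 in clone 2 and 0.17 in clone 9 on the log2 scale. Counts of calls, overlaps, tests of gene lists and tests of the difference between lines were computed here from these columns. The tables also hold 92 spike-in transcripts, which were left out of all counts of genes. Among those with a mean of 50 or more, the 11 of subgroup A had a median log2 fold change of −2.12 in parental cells, 1.98 in clone 2 and −1.99 in clone 9, and the 12 of subgroup D had 0.75, −1.01 and 1.01. The median log2 fold change of genes with a mean of 50 or more was −0.01 in parental cells and nearer to 0 in the clones.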

We therefore sought to determine the repertoire of genes regulated by Tbx2 using siRNA to deplete Tbx2 in parental B16 cells, as well as clones 2 and 9 expressing HA-tagged Tbx2 (Supplemental Fig. S4A) followed by RNA sequencing. The experiment was performed in biological triplicate, and a heat map corresponding to the significantly (*P* ≤ 0.05) differentially expressed genes (DEGs) on Tbx2 depletion in all three isogenic cell lines is shown in Figure 4A, with principle component analysis shown in Supplemental Figure S4B. 

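Tbx2 depletion raised and lowered similar numbers of genes in each line. By the authors' adjusted p under 0.05, 1805 genes rose and 1702 fell in clone 2, and 1606 rose and 1771 fell in clone 9. Epha7, an ephrin receptor, rose in all 3 lines, with log2 fold changes in the authors' deposited tables of 2.48 (standard error 0.22) in parental B16 cells, 1.98 (0.21) in clone 2 and 2.53 (0.25) in clone 9. Ptbp3, an RNA-binding protein with 2 seed sites of the siRNA guide in its 3′ UTR, fell in all 3, by −2.55 (0.14), −2.05 (0.14) and −2.16 (0.15) in the authors' deposited tables. The median size of the change of a called gene was between 0.70 and 0.79 on the log2 scale in every line and direction. A change of at least 1 on that scale was seen in 1373 of the called genes in parental cells, 973 in clone 2 and 1124 in clone 9. When each log2 fold change was tested against an absolute change of 0.5 in place of 0, using its standard error, 881 genes passed in parental cells, 451 in clone 2 and 563 in clone 9. Adjusting the p-values over all 20896 genes that have one, without the authors' filter on low means, left 3779, 3052 and 2947 genes. In a simulation on the standard errors of parental cells, 177 of 200 genes changed by 1.5 on the log2 scale were recovered, and 15 unchanged genes were called among the 11621 tested. A change of 1.5 is larger than the median change of a called gene, so the simulation does not show how many smaller changes would be missed. Its noise was drawn from the same standard errors as its test, so it cannot check them.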

A total of 4238 DEGs was identified following Tbx2 depletion in B16 cells, and 3507 and 3377 in clones 2 and 9, respectively. A full list of DEGs is provided in Supplemental Tables S2A and 2B. 

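Genes that rose in parental B16 cells and in both clones were of several kinds. 2310057J18Rik, a gene with no seed site of the siRNA guide in its 3′ UTR, had a log2 fold change of 5.80 in the authors' deposited table (standard error 0.48, adjusted p = 2.46e-31). Rgs16 and Rgs2, regulators of G-protein signalling, rose by 3.38 (standard error 0.27) and 3.05 (0.50) in the authors' deposited table. Foxp2, a forkhead transcription factor, rose by 3.19 (0.33), and Pcdh17, a protocadherin, by 2.90 (0.31) in the authors' deposited table. Ddit4l, a paralog of the mTORC1 inhibitor Ddit4, rose by 2.34 (0.24), and Crebrf, a regulator of the CREB3 family, by 2.33 (0.28) in the authors' deposited table. Kctd12 and Dtna rose by 2.05 (0.28) and 2.25 (0.29) in the authors' deposited table. Ano3, Foxp2 and Kctd12 are the 3 of the 15 genes named for their rise that carry a guide seed site. The 15, taken by the smallest absolute log2 fold change over the 3 lines among genes called the same way in each, had log2 fold changes from 2.05 to 5.80 in parental cells, with a median of 2.64. Of the genes called up in parental cells, 716 rose by at least 1 on the log2 scale, and 448 were not called up in either clone. The share of genes called up in parental cells with a positive log2 fold change in a clone, averaged over the clones, was 98.3%.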

Depletion of Tbx2 in parental B16 cells led to >2149 genes being significantly up-regulated, consistent with Tbx2 playing a role as a transcriptional repressor, as reported (Carreira et al. 1998; Abrahams et al. 2010). However, 2089 genes were also down-regulated. 

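Mrpl45, a mitochondrial ribosomal protein, had the largest fall among the genes named for all 3 lines. In the authors' deposited table for parental cells its log2 fold change was −3.92 (standard error 0.22, adjusted p = 1.43e-66), below that of Tbx2. Mrpl45 lies on chromosome 11 of GRCm38 from 97314923 to 97329920, carries no guide seed site in the 3′ UTR, and holds a stretch that can pair with 16 of the 19 guide positions. Nes, the intermediate filament protein nestin, fell by −2.79 (standard error 0.37), and Cav2, a caveolin, by −2.26 (0.24) in the authors' deposited table. Tgfbr1, the type I TGF-β receptor, fell by −2.12 (0.17), and Dck, a deoxynucleoside kinase, by −1.89 (0.33) in the authors' deposited table. Eif2d, a translation initiation factor, fell by −2.49 (0.21), and Hsd17b7, an enzyme of cholesterol synthesis, by −2.46 (0.30) in the authors' deposited table. Of the 15 genes named for their fall, whose log2 fold changes in parental cells ran from −3.92 to −1.81, 8 carry a site for the seed of the siRNA guide in the 3′ UTR, among them Cav2, Tgfbr1, Dck, Hsd17b7 and Tbx2 itself. The site is AAATTTC, the complement of guide positions 2 to 8. It was found in the 3′ UTR of 1548 of the 11043 genes tested in parental cells whose 3′ UTR was found. Of genes with a site 27.6% fell and 13.5% rose, and of genes without a site 17.0% fell and 19.3% rose. Genes with a site made up 21.0% of the searched genes that fell. Of the genes called down, 657 fell by at least 1 on the log2 scale. The share of genes called down with a negative log2 fold change in a clone, averaged over the clones, was 98.3%.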

Depletion of Tbx2 in parental B16 cells as well as in clones 2 and 9 revealed 1020 genes in common up-regulated after Tbx2 depletion and a further 1170 genes that were down-regulated (Supplemental Fig. S4C). 

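The genes shared by the 3 lines far outnumbered those that independent lists would share. Among 11621 genes with an adjusted p in all 3 tables, independent lists of these lengths would share 45.6 genes called up and 46.6 called down, and the overlaps of their calls were 22.4 and 25.1 times as large. Both clones are B16 cells and all 3 comparisons carry the same siRNA label, so independent lists are a weak reference. The overlap cannot separate loss of Tbx2 from other effects of the siRNA. Pbk, a mitotic kinase with a guide seed site, was among the shared genes that fell, with −1.99 in parental cells, −1.77 in clone 2 and −2.22 in clone 9 in the authors' deposited tables. Basp1, a membrane-associated signalling protein, was among those that rose, with 2.25, 1.82 and 2.28 in the authors' deposited tables. Of 2851 genes called in both parental cells and clone 2, and of 2754 called in both parental cells and clone 9, none went in opposite directions. Of 2321 genes called in both clones, 1 did. Trim56, a ubiquitin ligase named after its values were seen, had a log2 fold change of 1.07 (standard error 0.34, adjusted p = 0.00957) in clone 2 and −0.93 (0.35, adjusted p = 0.0306) in clone 9 in the authors' deposited tables, at the authors' mean of 32.0 normalized counts. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.812 between parental cells and clone 2, 0.782 between parental cells and clone 9 and 0.708 between the clones. Spearman's rho was 0.804, 0.775 and 0.707. The lines share no control libraries. The difference of the log2 fold changes, divided by the root of the summed squared standard errors, passed an adjusted p of 0.05 for 0 genes between parental cells and clone 2, where 411 genes had an unadjusted p under 0.05, and for 0 genes between parental cells and clone 9, where 437 did. Between the clones 1 of 12023 genes passed and 793 had an unadjusted p under 0.05. It was Fgfrl1, an FGF receptor-like protein, whose log2 fold change was −1.05 (standard error 0.18) in clone 2 and 0.27 (0.18) in clone 9 in the authors' deposited tables, with −0.88 (0.19) in parental cells. The difference of 1.32 between the clones had a standard error of 0.25 and an adjusted p of 0.0018. So the 1387 genes called in parental cells and not in clone 2 include none that passed the test of the difference. If no gene differed, a share of 0.05 of the tested genes would have an unadjusted p under 0.05. That is more than was seen for either clone against parental cells, and less than between the clones. In a simulation, 200 genes were given responses that differed by 1.5 between parental cells and clone 2. The test of the difference recovered 152 of them and called 6 of the unchanged genes. A difference of 1.5 is larger than the median change of a called gene in parental cells, 0.76 up and 0.74 down. The simulation therefore does not show how many smaller differences the test would miss.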

Given the consensus that Tbx2 is a transcriptional repressor, the down-regulation of many genes observed could arise through indirect regulation. However, this observation also raised the possibility that in some circumstances Tbx2 may facilitate transcription activation.

**Figure 4.**
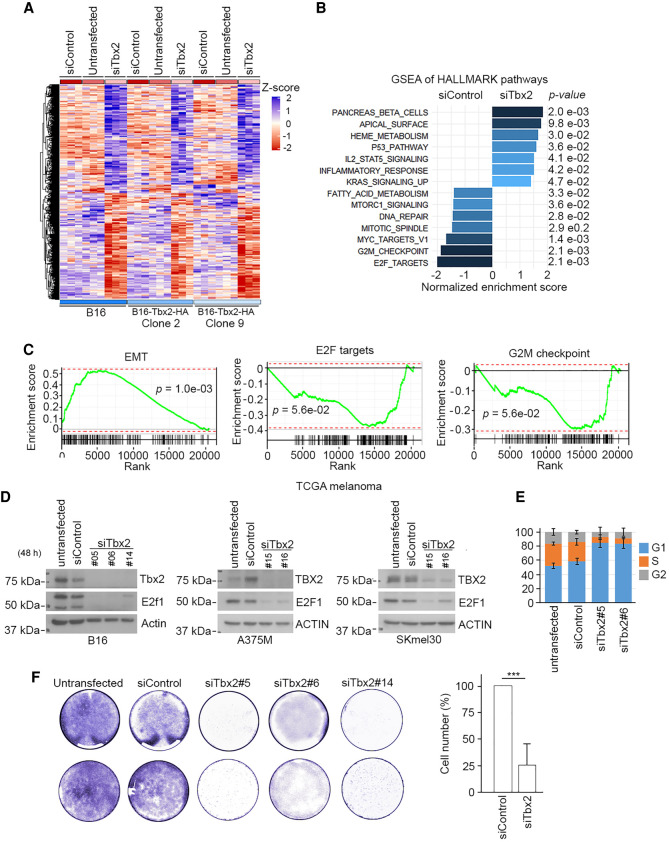
Tbx2-dependent gene expression. (*A*) Heat map showing changes in gene expression derived from biological triplicate RNA-seq analysis of untransfected parental B16 cells or the Tbx2-HA derivative clones 2 and 9 compared with cells transfected with control or Tbx2-specifc siRNA. (*B*) GSEA from B16 cells derived by comparing expression of cells transfected with siControl versus those transfected with Tbx2-specific siRNA. (*C*) GSEA derived from the TCGA melanoma cohort by comparing gene expression between the 50 tumors with the highest Tbx2 expression versus the 50 with the lowest expression. (*D*) Western blot of B16 and A375M cells after siRNA-mediated depletion of TBX2. (*E*) Cell cycle profiles determined using flow cytometry of cells 48 h after depletion of Tbx2. Error bars indicate SD. *N* = 3. (*F*) Cell proliferation assay using crystal violet staining using B16 cells performed 96 h after depletion of TBX2 using the indicated siRNAs.

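Genes of the cell cycle fell together in parental B16 cells. Of 36 E2F targets outside the replication machinery, a list written before the deposited tables were opened but with part of the paper's supplement in view, 32 fell and none rose by the authors' adjusted p, and 35 fell when adjusted over the list alone. Their median log2 fold change was −1.20 (adjusted p = 5.86e-24 from limma's cameraPR on the Wald statistics, over 35 lists). Birc5, the mitotic regulator survivin, fell by −1.82 (standard error 0.19), Uhrf1, which recruits the maintenance DNA methyltransferase, by −1.81 (0.30), and Atad2, a chromatin-associated ATPase with a guide seed site, by −1.78 (0.18) in the authors' deposited table. Of 46 genes of G2/M and mitosis, 43 fell and 1 rose, with 44 and 1 when adjusted over the list alone. Their median log2 fold change was −1.18 (adjusted p = 5.41e-21). Ncapg, a condensin subunit, fell by −2.00 (0.30), Nuf2 and Spc25 of the kinetochore by −1.86 (0.24) and −1.62 (0.23), and Ttk, a spindle checkpoint kinase, by −1.67 (0.27) in the authors' deposited table. Of 39 Myc targets and genes of ribosome biogenesis, 11 fell, 1 rose and 27 did not pass, with 10 and 1 when adjusted over the list alone. Their median log2 fold change was −0.24 (adjusted p = 0.00818, and adjusted p = 0.119 with a preset correlation of 0.05 between genes). Phb, a mitochondrial chaperone, fell by −1.08 (0.14), Imp4, of pre-rRNA processing, by −1.02 (0.13), both with a guide seed site, Ran, of nuclear transport, by −1.02 (0.15) and Odc1, of polyamine synthesis, by −0.89 (0.16) in the authors' deposited table. Of 30 components of the PI3K, AKT and mTOR pathway, 10 rose and 5 fell, with 11 and 6 when adjusted over the list alone, and the list did not pass (median 0.11, adjusted p = 0.376). Pik3cb, a catalytic subunit of PI3K with 2 guide seed sites, fell by −1.25 (0.20), and Pik3ip1, an inhibitor of PI3K, rose by 1.68 (0.25) in the authors' deposited table. Among genes whose 3′ UTR holds no AAATTTC, the guide seed site, 28 of 32 E2F targets and 39 of 41 genes of G2/M and mitosis fell. Genes with AATTTCA alone were not left out of these. The lists stand in for the themes of the gene sets of Fig. 4B, which were not used here, and the list of mTOR components is not a list of mTORC1 targets. A correlation between genes cannot be estimated without values per library, so cameraPR was run with a preset correlation of 0.01.

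**Figure D1:**
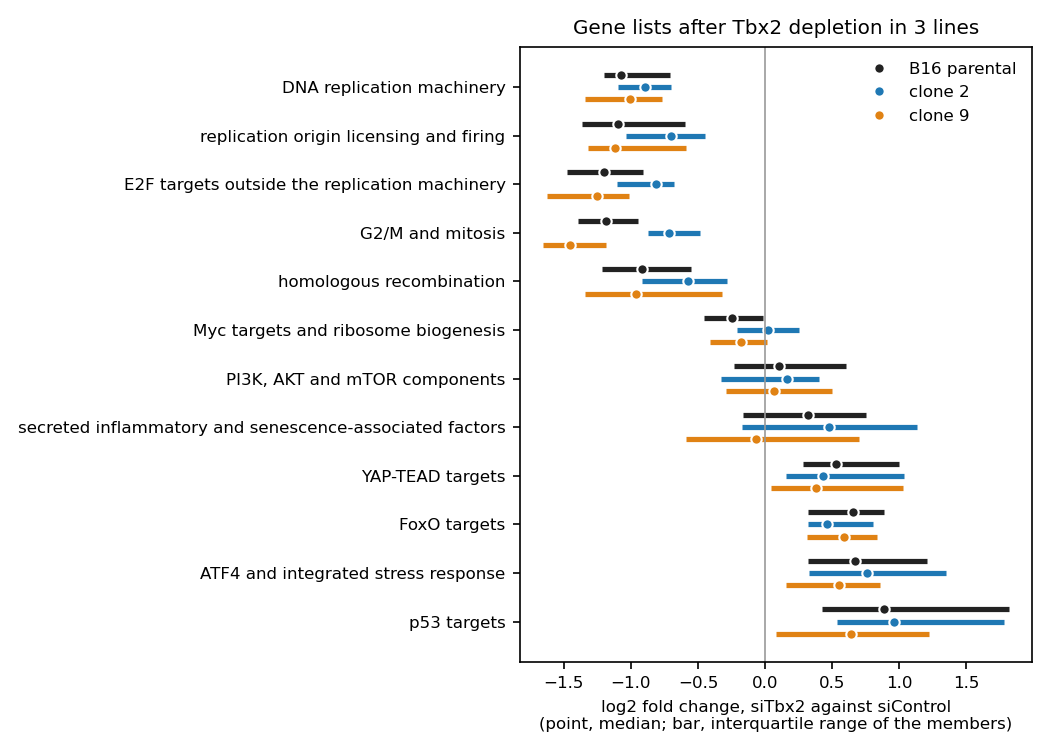
Median (point) and interquartile range (bar) of the log2 fold change, Tbx2 siRNA against control siRNA, of the tested members of 12 gene lists in parental B16 cells, clone 2 and clone 9, from the authors' deposited tables. The medians of the E2F targets and of the G2/M and mitosis genes in parental cells, −1.20 and −1.18, lie left of 0, and that of the PI3K, AKT and mTOR components is 0.11.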

Gene set enrichment analysis (GSEA) of DEGs from B16 cells depleted for Tbx2 revealed a decrease in expression of targets associated with mTORC1 signaling as well as the transcription factors Myc and E2f1 (Fig. 4B), consistent with Tbx2 promoting proliferation. 

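Targets of p53 rose in parental B16 cells. Of 26 tested, 18 rose and 1 fell by the authors' adjusted p, with 19 and 1 when adjusted over the list alone. Their median log2 fold change was 0.88 (adjusted p = 9.11e-09 from cameraPR). Btg2, an antiproliferative gene, rose by 3.54 (standard error 0.28, adjusted p = 1.07e-34), and Bbc3, which encodes the proapoptotic protein Puma, by 3.01 (0.25, adjusted p = 2.99e-31) in the authors' deposited table. Plk2, a stress-induced polo-like kinase, rose by 2.52 (0.45), and Gadd45a, of the DNA damage response, by 1.85 (0.54) in the authors' deposited table. Of 22 p53 targets with no guide seed site in the 3′ UTR, 15 rose. Secreted inflammatory and senescence-associated factors moved both ways. Of 20 tested, 2 rose and 3 fell, the same numbers as when adjusted over the list alone, and the list did not pass (median 0.32, adjusted p = 0.928). The cameraPR direction of this list was down while its median was above 0. Csf1, a macrophage growth factor, rose by 1.16 (0.27), and Vegfa, an angiogenic factor, by 0.83 (0.31) in the authors' deposited table. Mmp14, a membrane-bound metalloprotease, fell by −1.23 (0.14), and Igfbp4, which binds insulin-like growth factors and has a guide seed site, by −1.06 (0.19) in the authors' deposited table. Of 28 interferon response genes 6 rose and 1 fell, with 3 and 0 when adjusted over the list alone (median 0.60, adjusted p = 0.155). Of the 47 secreted factors listed, 20 had an adjusted p in parental cells.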

An increase was also observed in the p53 pathway, indicative of cellular stress and inflammatory signaling. GSEA after depletion of Tbx2 in clones 2 and 9 (Supplemental Fig. S4D) revealed that the deregulated genes were associated with biological processes similar to those identified using parental B16 cells (Fig. 4B). 

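The same cell cycle lists fell in both clones. Of the 36 E2F targets, 30 fell in clone 2 and 34 in clone 9 and none rose, with 33 and 34 falling when adjusted over the list alone. Their median log2 fold change was −0.81 in clone 2 (adjusted p = 4.4e-18) and −1.25 in clone 9 (adjusted p = 1.31e-35). Of the 46 genes of G2/M and mitosis, 32 fell in clone 2 and 43 in clone 9, with 35 and 43 when adjusted over the list alone. Their median was −0.72 in clone 2 (adjusted p = 4.41e-11) and −1.46 in clone 9 (adjusted p = 2.04e-37). Ncapg changed by −0.77 (standard error 0.27) in clone 2 and −1.80 (0.34) in clone 9 in the authors' deposited tables. For p53 targets, 19 of 26 rose in clone 2 and 13 in clone 9, with 20 and 13 when adjusted over the list alone. The medians were 0.96 (adjusted p = 3.99e-11) and 0.64 (adjusted p = 3.79e-05). Bbc3 rose by 2.23 (0.24) in clone 2 and by 1.83 (0.23) in clone 9 in the authors' deposited tables. Myc targets and genes of ribosome biogenesis did not pass in clone 2, where 7 rose and 7 fell of 39, the same numbers as when adjusted over the list alone (median 0.02, adjusted p = 0.785, direction down). In clone 9, 1 rose and 11 fell, again the same over the list alone (median −0.18, adjusted p = 0.0154, and adjusted p = 0.192 with a preset correlation of 0.05). Secreted inflammatory and senescence-associated factors did not pass in either clone. Of 21 tested, 6 rose and 2 fell in clone 2 (adjusted p = 0.785), and 1 rose and 4 fell in clone 9 (median −0.07, mean 0.06, direction down, adjusted p = 0.715), with 6 and 2, and 1 and 3, when adjusted over the list alone. Over the mouse Reactome pathways, 166 of 634 were called down in parental cells, 132 of 643 in clone 2 and 153 of 643 in clone 9, and 121 in all 3 lines. DNA strand elongation, whose members copy the template strands behind the replication fork, was among these, with 27 of 31 members falling in parental cells, and 25 and 27 of 32 in clones 2 and 9. Activation of ATR in response to replication stress had 28 of 37 members falling in parental cells, 23 in clone 2 and 27 in clone 9. Pathways called up numbered 12, 16 and 2, of which none was shared by the 3 lines. With a preset correlation of 0.05 none was called up in any line, and 72, 56 and 68 were called down. In parental cells those called up included peptide chain elongation, with 15 of 80 members rising and 1 falling (adjusted p = 0.0264), and PI3K cascades downstream of receptor tyrosine kinases, with 17 of 51 rising and 3 falling (adjusted p = 0.0267). Peptide chain elongation led in clone 2, with 20 of 80 rising (adjusted p = 0.00226), and repulsion of cells by EPH receptors and ephrins in clone 9, with 8 of 27 rising and 1 falling (adjusted p = 0.00873).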

A reduction in proliferation together with activation of the p53 pathway and inflammatory signaling is a hallmark of senescence and would be consistent with previous work showing that depletion of Tbx2 causes senescence in fibroblasts as well as in B16 and human melanoma cell lines (Jacobs et al. 2000; Prince et al. 2004; Vance et al. 2005). To determine whether TBX2 in human tumors was likely to perform a similar role, we performed GSEA on the TCGA melanoma cohort ranked according to TBX2 expression and asked which gene sets were enriched in the 50 highest TBX2-expressing tumors compared with the 50 lowest. The results (Fig. 4C) were broadly similar to those obtained using siRNA-mediated Tbx2 depletion in B16 cells, with low Tbx2-expressing tumors being enriched in EMT-expressing genes, while those with high Tbx2 expression were enriched in gene sets associated with E2F targets and the G2M checkpoint. Consistent with the GSEA, Tbx2 depletion using three different siRNAs in mouse B16 melanoma cells led to a strong reduction of E2f1 protein expression (Fig. 4D). These results were not restricted to mouse B16 cells, as similar observations were made in the A375M and SKmel30 human melanoma cell lines. These data strongly suggest that Tbx2 plays a key role in promoting cell cycle progression. To confirm this, we used independent siRNAs to deplete Tbx2 from B16 melanoma cells and used flow cytometry to compare their cell cycle profile with untransfected cells or those transfected with a control siRNA. The results (Fig. 4E) indicated a significant increase in the G1 population at the expense of S and G2, and a corresponding decrease in cell number (Fig. 4F).

### Tbx2 regulates genes coordinating the cell cycle

Our results so far suggest that Tbx2 controls positively genes implicated in promoting cell division and represses genes linked to cell cycle arrest. However, genes controlled by Tbx2 are not necessarily directly regulated by it. Therefore, to derive a robust list of genes bound and regulated by Tbx2, we integrated the results from the RNA-seq analysis with those from the ChIP-seq data set. 

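Inhibitors of cyclin-dependent kinases moved in both directions. Of 8 inhibitors and pocket proteins tested in parental cells, 2 rose and 3 fell, the same numbers as when adjusted over the list alone, and the list did not pass (median −0.35, adjusted p = 0.563). Cdkn1b, which encodes p27, rose by 0.99 (standard error 0.18) in parental cells, 0.67 (0.18) in clone 2 and 0.69 (0.18) in clone 9 in the authors' deposited tables. Cdkn2d, which encodes p19 of the INK4 family, fell by −1.37 (0.19), −1.24 (0.19) and −1.25 (0.19) in the authors' deposited tables. Rbl1, the pocket protein p107 and itself an E2F target, with a guide seed site, fell by −1.05 (0.21), −1.07 (0.21) and −1.03 (0.23) in the authors' deposited tables. Cdkn2a and Cdkn2b were hardly detected, at the authors' means of 0.571 and 0.212 normalized counts, and have no adjusted p. Myc itself rose by 1.21 (0.39, adjusted p = 0.00785) in parental cells and by 1.25 (0.39, adjusted p = 0.00838) in clone 9 in the authors' deposited tables, and had 0.89 (0.39, adjusted p = 0.0708) in clone 2.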

The results enabled us to generate a robust list (Supplemental Table S3) of genes whose expression was up-regulated or down-regulated by Tbx2 depletion and that were also bound by Tbx2 in the ChIP-seq experiments. The overlap between the ChIP peaks and differentially expressed genes is shown in Supplemental Figure S5A. 

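Of the genes drawn in Fig. 5A, Ddit4, Cdh2, Ddit3 and Lgr6 rose and Telo2 fell in parental cells. Ddit4, an inhibitor of mTORC1, had a log2 fold change of 2.64 (standard error 0.36, adjusted p = 8.55e-12) in the authors' deposited table, and Lgr6, a receptor for R-spondins with 3 guide seed sites, had 2.28 (0.40, adjusted p = 1.85e-07). Cdh2, N-cadherin, rose by 1.66 (0.18) in the authors' deposited table. Ddit3, the stress-induced transcription factor CHOP, rose by 1.24 (0.44, adjusted p = 0.0164) in the authors' deposited table. In the clones it had 0.93 (0.44, adjusted p = 0.0998) and 0.67 (0.44, adjusted p = 0.271) in the authors' deposited tables and did not pass. Telo2, needed for the stability of mTOR and related kinases, fell by −1.12 (0.14) in parental cells, −0.77 (0.13) in clone 2 and −0.76 (0.15) in clone 9 in the authors' deposited tables. The difference between clone 9 and parental cells was −0.58 for Ddit3 (standard error 0.62) and −1.07 for Lgr6 (0.57), with adjusted p = 0.999 for each over all genes.

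**Figure D2:**
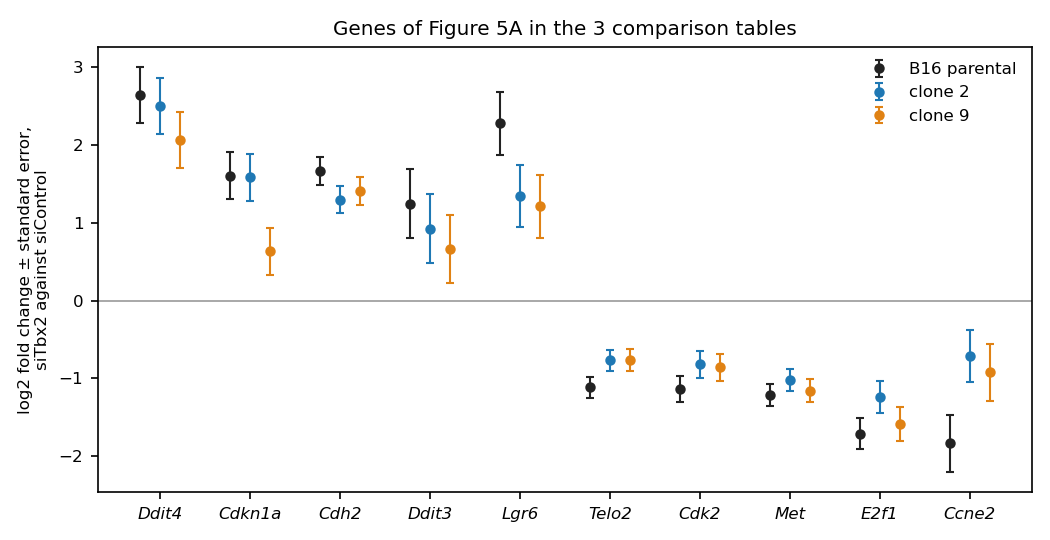
Log2 fold change, Tbx2 siRNA against control siRNA, with its standard error (bar) for 10 genes in parental B16 cells, clone 2 and clone 9, from the authors' deposited tables. Ddit4, the highest point in parental cells, stands at 2.64, and the points of Telo2 at −1.12, −0.77 and −0.76.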

Examples of Tbx2-bound genes whose expression is changed on Tbx2 depletion is shown in Figure 5A, and the corresponding mapped ChIP-seq peaks are shown in Figure 5, B–K, or for *Pten* in Figure 3B. Notably, depletion of Tbx2 increased expression of *Cdkn1a* (p21), a cyclin-dependent kinase inhibitor implicated in p53-mediated senescence that has been shown previously to be bound and repressed by Tbx2 (Prince et al. 2004; Vance et al. 2005). 

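Cdkn1a rose by 1.61 on the log2 scale in parental cells (standard error 0.31, adjusted p = 1.62e-06) and by 1.58 in clone 2 (0.31, adjusted p = 3.77e-06) in the authors' deposited tables. In clone 9 its log2 fold change was 0.63 in the authors' deposited table (standard error 0.30, adjusted p = 0.108) and did not pass. Cdkn1a lies on chromosome 17 of GRCm38 from 29090979 to 29100722, has the authors' mean of 1237 normalized counts and carries no guide seed site in the 3′ UTR. The difference between clone 9 and parental cells was −0.97 (standard error 0.43) and that between clone 9 and clone 2 was −0.95 (0.43). The test of these differences adjusts over all genes, so failing it does not show an equal rise. After adjustment over all genes neither passed (adjusted p = 0.999 and 0.668).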

*Cdkn1a* was bound at two distinct locations: at a consensus AGTGTGGA consensus T-element at the transcription start site (TSS) as described previously (Prince et al. 2004; Vance et al. 2005) but also at a second intronic site highly enriched in GTG motifs. 

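E2f1 fell in all 3 lines, with log2 fold changes in the authors' deposited tables of −1.71 (standard error 0.20, adjusted p = 3.86e-15) in parental cells, −1.24 (0.20, adjusted p = 2.67e-08) in clone 2 and −1.59 (0.22, adjusted p = 1.66e-11) in clone 9. E2f2, like E2f1 an activator of the G1/S transition, fell by −1.70 (0.31), −0.85 (0.30) and −2.37 (0.35) in the authors' deposited tables. The atypical repressors E2f7 and E2f8 fell by −0.96 (0.22) and −1.80 (0.24) in parental cells, −0.72 (0.22) and −1.53 (0.24) in clone 2, and −1.57 (0.23) and −0.91 (0.26) in clone 9 in the authors' deposited tables. E2f3 rose by 0.66 (0.18, adjusted p = 0.00164) in parental cells and by 0.74 (0.20, adjusted p = 0.00154) in clone 9 in the authors' deposited tables, and had 0.42 (0.18, adjusted p = 0.0682) in clone 2. E2f5 rose by 0.75 (0.18), 0.59 (0.18) and 1.00 (0.18) in the authors' deposited tables. E2f4 and E2f6 did not pass in any line, at 0.25 (adjusted p = 0.21) and 0.21 (adjusted p = 0.221) in parental cells in the authors' deposited table. E2f1 lies on chromosome 2 of GRCm38 from 154559400 to 154569892 and E2f3 on chromosome 13 from 29906575 to 29986064, and neither carries AAATTTC, the guide seed site, in the 3′ UTR. Of the 10 members of the E2F and DP family tested in parental cells, 2 rose and 4 fell, as many as when adjusted over the list alone, and the family as a list did not pass (median 0.08, direction down, adjusted p = 0.376). The difference of E2f2 between the clones was −1.53 (standard error 0.46) and did not pass after adjustment over all genes (adjusted p = 0.265).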

We also confirmed that the *E2f1* gene was bound and regulated by Tbx2 (Fig. 5E) and that Tbx2 knockdown also affected expression of a number of additional E2f family members (Supplemental Fig. S5B), including *E2f3*, which was bound by Tbx2 close to the transcription start site (Supplemental Fig. S5C).

**Figure 5.**
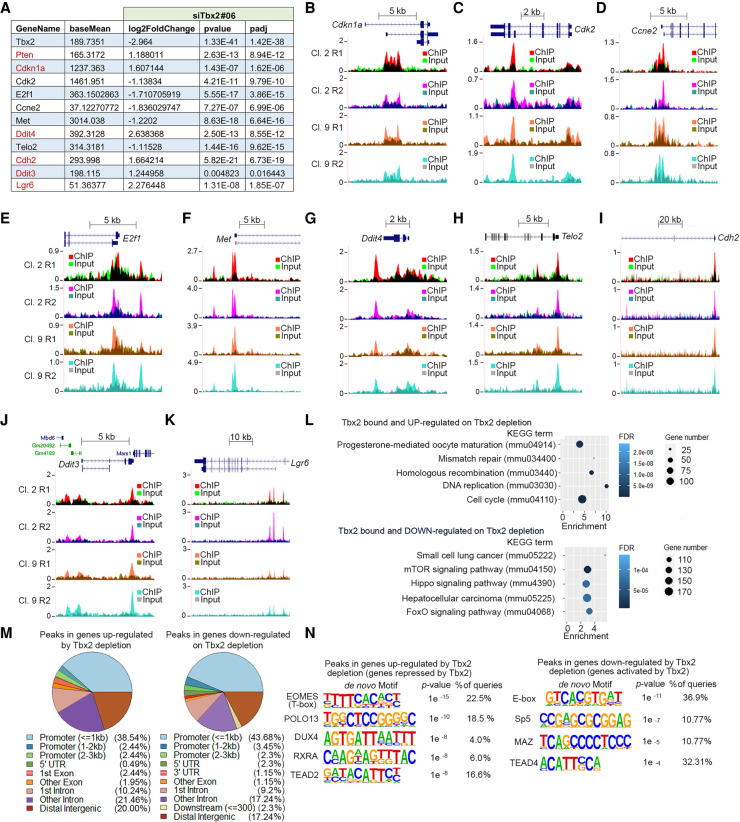
Identification of direct Tbx2 target genes. (*A*) Relative expression of the indicated genes that are directly bound by TBX2 in parental B16 cells or cells depleted for Tbx2 using siRNA. Expression of genes indicated in red increases on Tbx2 depletion and is therefore repressed by Tbx2, while those whose expression is decreased are activated by TBX2. (*B*–*K*) UCSC genome browser screenshots showing Tbx2 binding to the indicated loci derived from biological replicate ChIP-seq of Tbx2-HA-expressing clones 2 and 9 replicates R1 and R2. Reads obtained after HA immunoprecipitation are overlaid on the corresponding input controls. (*L*) KEGG analysis of Tbx2-bound and -regulated genes showing the top five terms for the up-regulated and down-regulated genes. (*M*) Pie charts showing genomic distribution of Tbx2 binding in Tbx2-repressed and Tbx2-activated genes. (*N*) Motifs beneath Tbx2 ChIP peaks in Tbx2-activated versus Tbx2-repressed genes.

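Genes that copy DNA fell in parental B16 cells and both clones. Of 33 genes of the DNA replication machinery, 29 fell and 1 rose in parental cells, 27 fell in clone 2 and 31 in clone 9, with 29, 29 and 31 falling when adjusted over the list alone. Their median log2 fold change was −1.07 in parental cells (adjusted p = 1.56e-19 from cameraPR), −0.89 in clone 2 (adjusted p = 4.4e-18) and −1.01 in clone 9 (adjusted p = 1.14e-25). Mcm6 and Mcm5, subunits of the replicative helicase, fell by −2.20 (standard error 0.20) and −1.76 (0.21), Lig1, the ligase that joins Okazaki fragments, by −1.71 (0.24), and Dna2, a nuclease and helicase, by −1.65 (0.25) in the authors' deposited table for parental cells. Among 21 genes of origin licensing and firing, 19 fell in parental cells, 14 in clone 2 and 16 in clone 9 and none rose, with 20, 14 and 17 falling when adjusted over the list alone (medians −1.09, −0.70 and −1.12, adjusted p = 8.53e-12, 1.44e-08 and 7.91e-14). Orc6, of the origin recognition complex, with 2 guide seed sites, fell by −2.67 (0.22), Cdc6, which loads the helicase, by −1.92 (0.24), Clspn, a mediator of the replication checkpoint, by −1.70 (0.21), and Gmnn, which blocks relicensing, by −1.49 (0.21) in the authors' deposited table for parental cells. In homologous recombination 17 of 23 genes fell and 1 rose in parental cells, 13 fell in clone 2, and 14 fell and 1 rose in clone 9, with 18, 13 and 16 falling and 1 rising in each when adjusted over the list alone (medians −0.92, −0.57 and −0.97, adjusted p = 3.64e-07, 1.45e-06 and 6.94e-08). Xrcc3, Brip1 and Rad54l, of the repair of breaks by recombination, fell by −1.35 (0.24), −1.24 (0.22) and −1.23 (0.18) in the authors' deposited table for parental cells. In mismatch repair 2 of 7 genes fell in each line, as many as when adjusted over the list alone, and the list did not pass (adjusted p = 0.376, 0.314 and 0.116). Exo1, a nuclease of mismatch repair, fell by −1.23 (0.27) in the authors' deposited table for parental cells. Of 30 replication genes without AAATTTC, the guide seed site, in the 3′ UTR, 26 fell in parental cells, 24 in clone 2 and 28 in clone 9. Genes with AATTTCA alone were not left out of the 30. These are whole lists, not limited to genes bound by Tbx2. In fgsea on the paper's ranking with 1000 permutations, homologous recombination and origin licensing did not pass in parental cells (adjusted p = 0.108 and 0.0513).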

Analysis of genes bound and regulated by Tbx2 using the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Fig. 5L) supports a conclusion that Tbx2 controls a broad gene expression program promoting DNA replication and the cell cycle. 

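Genes of Table S4 moved in both directions. Of its 91 distinct genes, 58 listed for G1/S, 38 for G2/M and 5 for both, 79 have an adjusted p in parental B16 cells, and of these 22 rose, 26 fell and 31 did not pass by the authors' adjusted p. G2/M genes fell more than they rose, with 15 falling, 6 rising and 11 not passing of 32, while of 52 G1/S genes 14 fell, 18 rose and 20 did not pass. Tcf19, a factor induced at the G1/S boundary, fell by −1.97 (standard error 0.23), Mastl, the kinase that sustains mitotic entry, by −1.66 (0.22), Chek1, the replication checkpoint kinase, by −1.60 (0.23) and Ccna2, cyclin A2, by −1.43 (0.22) in the authors' deposited table for parental cells. Acvr1, a BMP receptor, and Camk2d, a calmodulin-dependent kinase with a guide seed site, rose by 0.82 (0.17) and 0.67 (0.12), and Ccnd1, cyclin D1, by 0.55 (0.20) in the authors' deposited table for parental cells. In clone 2, 17 of 80 tested rose and 22 fell, and in clone 9, 11 rose and 26 fell. The table gives at least 1 ChIP peak for 32 of the genes. In parental cells 12 of 31 tested genes with a peak and 14 of 48 without one fell (38.7% and 29.2%, Fisher's exact test, two-sided, p = 0.464). Among G2/M genes 7 of 10 with a peak and 8 of 22 without one fell (p = 0.128, Fisher's exact test, two-sided). The same exact test had p = 0.0623 in each clone, where 7 of 10 and 7 of 22 fell. Counted as called up or down, a comparison chosen after the values were seen, 23 of 31 genes with a peak and 25 of 48 without one changed in parental cells (74.2% and 52.1%, Fisher's exact test, two-sided, p = 0.0613). In clone 2 these were 21 of 31 and 18 of 49 (67.7% and 36.7%, exact p = 0.0111), and in clone 9, 19 of 31 and 18 of 49 (61.3% and 36.7%, exact p = 0.0399). Adjusted over the 9 tests of 3 lines and G1/S, G2/M or both lists, the lowest of these exact tests had an adjusted p of 0.0852. Genes with a peak had a higher median of the authors' mean, which is the same in the deposited tables of all 3 lines. Among genes tested in parental cells it was 467 normalized counts against 118, and the tests do not allow for this.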

A full list of genes implicated in G1/S or G2M that are directly bound and regulated by TBX2 is in Supplemental Table S4. 

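Several components of the Hippo pathway rose in parental B16 cells, and a few fell. Of 27 tested, 11 rose and 4 fell by the authors' adjusted p, as many as when adjusted over the list alone, and the list did not pass (median 0.25, adjusted p = 0.155 from cameraPR, direction up). The list holds kinases of the pathway together with Yap1 and TEAD factors, on the side that the pathway restrains, so its direction does not measure Hippo signaling. Lats1, a core kinase of the pathway with a guide seed site, rose by 0.89 (standard error 0.15) in parental cells, 0.70 (0.15) in clone 2 and 0.48 (0.16) in clone 9 in the authors' deposited tables. Lats2, its paralog, rose by 0.58 (0.17) and 0.45 (0.17) in parental cells and clone 2, and had 0.11 (0.17, adjusted p = 0.688) in clone 9 in the authors' deposited tables. Ptpn14 and Frmd6, which restrain YAP, rose by 1.05 (0.15) and 0.75 (0.24), and Tead2, a TEAD transcription factor, fell by −1.09 (0.21) in the authors' deposited table for parental cells. In clone 2, 14 components rose and 3 fell, as many as when adjusted over the list alone (adjusted p = 0.02, and adjusted p = 0.144 with a preset correlation of 0.05). In clone 9, 6 rose and 2 fell, again as many over the list alone (adjusted p = 0.336). Of 20 YAP-TEAD targets 10 rose and none fell in parental cells, as many as when adjusted over the list alone (median 0.53, adjusted p = 0.00388, and adjusted p = 0.0393 with a preset correlation of 0.05). Ctgf, a matrix-associated growth factor, rose by 1.58 (0.50), and Crim1, a transmembrane regulator of BMPs, by 0.81 (0.17) in the authors' deposited table for parental cells. In clone 2, 9 of 21 targets rose and none fell (median 0.43, adjusted p = 0.00863, and adjusted p = 0.0753 with that correlation), and in clone 9 6 rose and none fell (median 0.38, adjusted p = 0.104), in both clones as many as when adjusted over the list alone. FoxO targets, a list that is not the FoxO signaling term of Fig. 5L, rose in 13 of 21 genes and fell in 1 in parental cells, as many as when adjusted over the list alone (median 0.65, adjusted p = 0.00141, and adjusted p = 0.0266 with that correlation). In clone 2, 11 FoxO targets rose and 1 fell (adjusted p = 0.00892, and adjusted p = 0.0753 with that correlation), and in clone 9, 8 rose and none fell (adjusted p = 0.00706, and adjusted p = 0.0669 with that correlation), with 12 and 1, and 9 and 1, when adjusted over the list alone. Trim63, an E3 ligase induced by FoxO factors, rose by 0.89 (0.21) in the authors' deposited table for parental cells. In fgsea on the paper's ranking neither YAP-TEAD targets nor FoxO targets passed in parental cells (adjusted p = 0.164 for each).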

Notably, Hippo signaling was down-regulated by Tbx2 depletion, consistent with Tbx2 binding motifs bound by TEAD, which lies downstream from the Hippo pathway.

Given that Tbx2 appears to bind genes that are both activated and repressed by its depletion, we next asked whether the distribution of binding sites in the repressed or activated genes differed. The results (Fig. 5M) revealed only minor differences in distribution of Tbx2 binding sites between genes up-regulated or down-regulated on Tbx2 depletion. Remarkably, however, the motifs enriched beneath the ChIP peaks of Tbx2 up-regulated versus down-regulated genes were different (Fig. 5N). For example, T-element-related motifs were found in the Tbx2-repressed genes, whereas the CACGTG E-box motif was restricted to the up-regulated genes.

### TBX2 interacts with the BCOR/PRC1.1 complex

As a regulator of gene expression, TBX2 is expected to physically interact both with transcription factors to provide sequence specificity and flexibility in driving specific gene expression programs and with cofactors that may impose regulation on the genes bound by remodeling or modifying chromatin. To determine the repertoire of Tbx2-interacting factors, we stably expressed in HEK293 cells FLAG-tagged Tbx2 as a fusion with an abortive BirA* (R118G), allowing us to perform proximity biotinylation experiments (BioID). The expression of BirA*-Tbx2 allowed for biotinylation of the factors in its proximity that were subsequently purified using streptavidin beads and identified using mass spectrometry. BirA-FLAG-GFP or BirA coupled to a nuclear localization sequence was used as negative control to enable the identification of proteins statistically enriched for BirA*-Tbx2 BioID. This system was chosen to identify Tbx2-interacting factors since it covalently marks proteins of interest with biotin, allowing for the use of very harsh lysis conditions to solubilize most nuclear proteins prior to their isolation with streptavidin beads. A full list of interacting factors and a summary of the mass spectrometry data are in Supplemental Table S5. Gene ontology analysis of the mass spectrometry results obtained using a false discovery rate of 1% (Fig. 6A) revealed interaction of Tbx2 with factors implicated in gene regulation and nuclear functions, most notably including the BCOR/polycomb repressive complex 1.1 (PRC1.1) complex (*P* = 9.132 × 10^−7^) comprising BCOR, BCORL1, KDM2B, PCGF1, and SKP1, which can play both positive and negative regulatory roles in gene expression (Gil and O'Loghlen 2014; Cohen et al. 2019; Geng and Gao 2020). In addition to multiple components of the BCOR complex, other cofactors identified include the nuclear receptor corepressor 1 (NCOR1) and NCOR2 complexes (Mottis et al. 2013) and CHD7, a helicase implicated in chromatin remodeling (Bouazoune and Kingston 2012).

**Figure 6.**
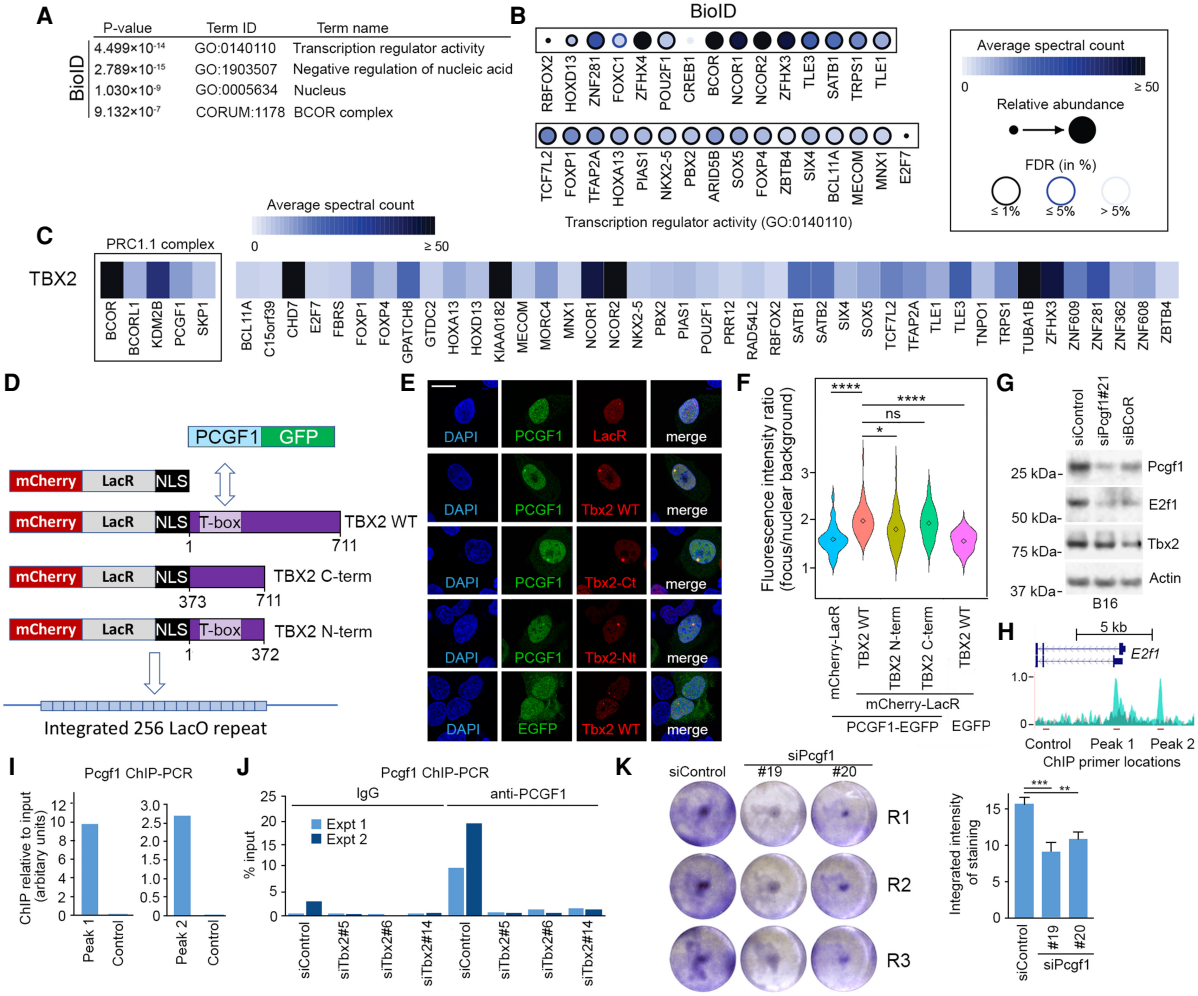
Tbx2 interacts with the BCOR/PRC1.1 complex. (*A*) GO analysis of Tbx2-interacting factors identified by mass spectrometry analysis. (*B*) Mass spectrometry BioID results showing Tbx2-interacting factors categorized by the GO term “transcription regulator activity.” Note that because Tbx2 can be autobiotinylated in the BioID analysis, it was removed from the list of proteins detected. (*C*) Tbx2-interacting factors identified, with BCOR/PRC1.1 complex components grouped to the *left*. (*D*) Nuclear tethering assay. (*E*) Representative images of cells transfected with the indicated expression constructs. Scale bar, 20 mm. (*F*) Quantification of nuclear tethering assay. Diamonds within plots indicate mean, and the width indicates probability density at a certain fluorescence intensity ratio. (ns) Not significant, (*) *P* < 0.05, (****) *P* < 0.0001, Student's *t*-test. (*G*) Western blot showing expression of the indicated proteins 48 h after transfection with two different siRNAs to deplete Pcgf1 or BCoR. (*H*) ChIP-seq showing locations of Tbx2 binding sites at the *E2F1* locus. (*I*) ChIP-qPCR using anti-Pcgf1 and primers specific for the indicated regions of the *E2f1* locus shown in *H*. Quantification of the PCR products is shown for Tbx2 peaks 1 and 2 and a control region not bound by Tbx2. (*J*) ChIP-qPCR using anti-Pcgf1 or IgG control at *E2f1* peak 1 performed 48 h after transfection of B16 cells with control or Tbx2-specific siRNAs. (*K*) Triplicate assay for B16 cell growth after transfection with control or two Pcgf1 siRNAs as indicated. Quantification was determined by integration of the staining intensity after subtraction of background. Error bars indicate SD. (**) *P* = 0.002, (***) *P* = 0.001 Student's *t*-test.

The ability of T-box factors like TBX2 to regulate their target genes requires that they bind DNA, but their low DNA binding specificity (Fig. 3F,G; Supplemental Fig. S3E) dictates that they need to cooperate with other sequence-specific transcription factors. Consistent with this, the mass spectrometry analysis (Fig. 6B,C) revealed a range of potentially cooperating transcription factors, including NKX2.5, a homeodomain transcription factor already known to facilitate cooperative DNA binding by TBX2 (Habets et al. 2002); TCF7L2 (TCF4), which recruits β-catenin to target genes and is preferentially expressed in invasive phenotype melanoma cells (Eichhoff et al. 2011); and TFAP2, which plays a key role in controlling melanocyte differentiation (Seberg et al. 2017b). Note that although 31% of the TBX2-bound sites identified by ChIP-seq contained a CACGTG E-box motif (Fig. 3D) recognized by MITF (and related family members TFEB and TFE3) and USF1/USF2, none of these factors was detected by our mass spectrometry analysis as interacting with TBX2. Note that both USF1 and USF2 as well as TFEB, although not MITF, are expressed in the HEK293 cells used for the mass spectrometry (Huan et al. 2005; Matsuda et al. 2013; Ploper et al. 2015).

Given the multiple members of the BCOR/PRC1.1 complex that we identified as interacting with TBX2, we sought to confirm the interaction using an orthogonal approach. Specifically, we determined whether Tbx2 could interact with the PCGF1 subunit of the BCOR/PRC1.1 complex by using a live-cell nuclear tethering assay (Fig. 6D). To this end, Tbx2 was expressed as a fusion protein with the Lac repressor and mCherry, enabling visualization in live cells of a red fluorescent focus within nuclei corresponding to Tbx2 tethered to an array of 256 repeats of the Lac operator integrated into the genome. If PCGF1 were able to interact with Tbx2, coexpression of an EGFP-PCGF1 fusion would result in colocalization of the green fluorescent PCGF1 protein with the red focus corresponding to Tbx2. As controls, we used an mCherry-LacR vector without Tbx2, as well as deletion mutants lacking the N-terminal (amino acids 373–711) or C-terminal (amino acids 11–372) regions of Tbx2 (Fig. 6D). Example results are shown in Figure 6E, with quantification shown in Figure 6F. These reveal colocalization of PCGF1-EGFP with mCherry-LacR-Tbx2, and only background colocalization with the mCherry-LacR control. Colocalization with mCherry-LacR-Tbx2 C-terminal region was similar to Tbx2 WT, and was moderately reduced using the N-terminal domain containing the T-box. These data confirm that Tbx2 can interact in live cells with PCGF1. In similar assays using USF1 and USF2 fused to GFP (data not shown), we saw no consistent localization with mCherry-LacR-Tbx2 above that seen with the controls. Consistent with these observations, depletion of Pcgf1, or the BCoR component of the PRC1.1 complex, in B16 cells led to reduced E2f1 expression (Fig. 6G), suggesting it is the PRC1.1 complex rather an Pcgf1 alone that is responsible for regulation of E2f1 expression. The reduction in E2f1 expression following Pcgf1 depletion in B16 cells was reproduced using two additional Pcgf1-specific siRNAs (Supplemental Fig. S6A), although siPcgf1#19 was less efficient at reducing E2f1 than siPcgf1#20. The reduced ability of siPcgf1#19 to decrease E2f1 expression, despite efficiently silencing Pcgf1, might be because it caused a moderate increase in Tbx2 levels, unlike siPcgf1#20 (Supplemental Fig. S6B), siPcgf1#21 (Fig. 6G), or siRNA targeting human PCGF1 in 501mel or A375M cells (Supplemental Fig. S6C). ChIP analysis indicated that Pcgf1 bound both Tbx2-binding sites in the *E2f1* promoter, but not at a control region within the *E2f1* gene body (Fig. 6H,I). Importantly, in two independent experiments, knockdown of Tbx2 using three different siRNAs reduced the occupancy of Pcgf1 at the *E2f1* locus using IgG as a negative control (Fig. 6J), confirming that Tbx2 is necessary for Pcgf1 recruitment, while knockdown of Pcgf1, like E2F1 knockdown (Fig. 4F), led to decreased cell growth (Fig. 6K).

## Discussion

In development and in the wide range of cancers where it is overexpressed, Tbx2 has been implicated in proliferation, senescence bypass, and cell invasion (Abrahams et al. 2010; Wansleben et al. 2014; Decaesteker et al. 2018). However, mechanistically, how it exerts its biological effects has been poorly defined. Previous work to identify direct TBX2 target genes by ChIP-seq used an antibody against the endogenous protein. For example, using neuroblastoma cells, Decaesteker et al. (2018) reported 557 TBX2 binding sites (*q* < 0.05) in total (41% intergenic; 30% lincRNAs; binding to consensus AGGTGTGA), while a more recent study of embryonic lungs (Lüdtke et al. 2021) identified a total of 3062 Tbx2 peaks enriched >3.5-fold over the control, but only 177 were found within 5 kb of transcription start sites (TSSs), and in neither study were replicates used to robustly identify target sites. In contrast, by using high-affinity anti-HA antibody and HA-tagged endogenous Tbx2 in melanoma, we were able to identify up to 7500 binding sites (clone 9, R2) with a robust set of sites identified in common between multiple replicates, of which ∼38% were within 3 kb of the transcription start site. These are likely to represent bone fide Tbx2 recognition sites given that we used multiple replicates and identified binding to a number of genes such as *CDH1*, *PTEN*, and *NDRG1* that had been noted previously as being TBX2-regulated. Moreover, we also revealed not only binding to a consensus T-element, but also recognition of CACGTG-type E-boxes as well as SOX10 and TEAD motifs, each of which contains a core GTG sequence in common with the T-element. This result was surprising, but is likely to be explained by the unusual mode of DNA recognition by T-box factors.

In vitro, both a T-element and an E-box were recognized with by a bacterially expressed and purified Tbx2 T-box DNA-binding domain with a K_D_ of ∼602 nM and 86 nM, respectively. For a transcription factor, this is relatively weak, especially for the T-element. For example, fluorescence anisotropy indicated that the microphthalmia-associated transcription factor MITF binds the same E-box with a K_D_ of ∼40 nM (Louphrasitthiphol et al. 2020), although recent measurements using an electrophoretic mobility shift assay suggest that DNA binding by MYC/MAX to an E-box is on the order of 3.78 μM (Pellanda et al. 2021). Moreover, we also showed binding in vitro to SOX, TEAD, and GATA sequences with an affinity similar to that of the E-box. One likely reason for the relatively nonspecific DNA binding by Tbx2 in vitro is that T-box factors make base-specific contacts with only two G residues and an α-helix inserted into the minor groove (Müller and Herrmann 1997; Coll et al. 2002; El Omari et al. 2012). Since the minor groove in standard B-form DNA is too narrow to accommodate an α-helix, the minor groove must be widened to enable T-box factor DNA recognition. This might occur either through DNA distortion mediated by cooperating DNA-binding factors or on the surface of a nucleosome where the wrapping of DNA around the histone core will generate widened major and minor grooves. Consistent with this, TBX2 can bind nucleosomal DNA and indeed can recognize DNA across two gyres of the DNA wrapped around the histone octamer core (Demay et al. 2007; Zhu et al. 2018). Therefore, it seems likely that while a T-element may be selected as a binding site, in an in vitro fluorescent anisotropy experiment the minor groove is not readily recognized by the Tbx2 DNA binding domain. Nevertheless, the sequences identified beneath the peaks in our ChIP-seq analysis are highly significant (*P* = < 0.01) and reproducible. Although we cannot rule out the possibility that binding at some sites may occur through indirect long-range interactions such as have been observed previously for insulator binding proteins (Liang et al. 2014), we feel it more likely that DNA recognition in vivo by Tbx2 and other T-box transcription factors will be dictated by the chromatin landscape combined with binding of cofactors that facilitate Tbx2 DNA recognition. Our data therefore suggest that the consensus T-element is unlikely to represent a unique recognition motif for Tbx2 or other T-box factors, but rather T-box factors will bind to a range of sites dictated by the presence of appropriate DNA topography and DNA-binding cofactors. In this respect, our mass spectrometry analysis identified a wide range of transcription factors able to interact with TBX2, many of which we anticipate may contribute to TBX2 DNA binding in vivo.

Remarkably, while the genomic distribution of Tbx2 binding did not differ between genes activated or repressed on Tbx2 depletion, the sequences bound by Tbx2 were different. For example, the classical T-element was restricted to genes up-regulated on Tbx2 depletion, while the E-box was found in the down-regulated genes. This observation suggests that Tbx2's capacity to regulate gene expression may depend on cooperation with additional transcription factors that facilitate recognition of different sequence elements. One interesting possibility is that by binding in the minor groove, Tbx2 can cooperate with other transcription factors binding in the major groove; for example, basic helix–loop–helix factors that recognize CACGTG E-box motifs. This would potentially include MITF, a key regulator of melanocyte and melanoma biology (Goding and Arnheiter 2019), or USF1/2. However, MITF is not expressed in many Tbx2-expressing cell types, and we failed to detect interaction with USF1 or USF2 using a range of assays. However, E-boxes, as well as the other motifs bound by Tbx2, can be recognized by additional factors, and further work will be required to identify the determinants of Tbx2 DNA binding specificity in vivo.

Examining the repertoire of Tbx2-bound and -regulated genes indicated that Tbx2 plays a broad role in gene regulation implicated primarily in cell cycle progression, and, as shown here and elsewhere, depletion of Tbx2 leads to cell cycle arrest and senescence. Consistent with this, previous work had established that TBX2 is a transcriptional repressor that could suppress expression of the senescence-associated Cyclin-dependent kinase inhibitors (CDKis) *CDKN1A* (p21) and *CDKN2A* (p16^INK4a^), and consequently loss of TBX2 would lead to decreased proproliferative gene expression programs. Our results provide a fundamentally different perspective on Tbx2 function in senescence and development, revealing that rather than acting as a dedicated transcriptional repressor, many directly bound genes are potentially activated by Tbx2, including that encoding E2f1, a proproliferative and known antisenescence transcription factor (Rowland et al. 2002). Notably, gene ontology analysis suggests that in addition to repressing genes that block the cell cycle, Tbx2 maintains expression of genes associated with promoting cell cycle progression, such as those regulated by Myc, as well as genes implicated in DNA damage repair. Consistent with Tbx2 promoting cell cycle progression, *Cdk2* mRNA expression was down-regulated on Tbx2 depletion, and Tbx2 bound to a *Cdk2* intron. Similarly, the *E2f1*, *Ccne2* (Cyclin E), and *Met* genes, all of which promote passage through S phase, are revealed as directly Tbx2-bound genes that are down-regulated on Tbx2 depletion. 

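Cdk2, the kinase partner of cyclins E and A, fell by −1.14 in parental B16 cells (standard error 0.17, adjusted p = 9.79e-10) in the authors' deposited table. It fell as well in clone 2, by −0.82 (0.17, adjusted p = 3.16e-05), and in clone 9, by −0.86 (0.17, adjusted p = 1.3e-05) in the authors' deposited tables. Cdk2 lies on chromosome 10 of GRCm38 from 128697938 to 128705051, has the authors' mean of 1462 normalized counts and carries no AAATTTC, the guide seed site, in the 3′ UTR. The difference between clone 2 and parental cells was 0.32 (standard error 0.24) and did not pass the test of the difference (adjusted p = 1.00 over all genes).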

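Met, a receptor tyrosine kinase, fell in all 3 lines, by −1.22 (standard error 0.14, adjusted p = 6.64e-16) in parental B16 cells, −1.02 (0.14) in clone 2 and −1.16 (0.14) in clone 9 in the authors' deposited tables. Ccne2, cyclin E2, fell by −1.84 (0.37, adjusted p = 6.99e-06) in parental cells and by −0.93 (0.36, adjusted p = 0.0395) in clone 9, and had −0.71 (0.33, adjusted p = 0.0923) in clone 2 in the authors' deposited tables, at the authors' mean of 37.1 normalized counts. The difference of Ccne2 between clone 2 and parental cells was 1.12 (standard error 0.50), and did not pass after adjustment over all genes (adjusted p = 1.00). That result does not show an equal fall of Ccne2 in the 2 lines. Met lies on chromosome 6 of GRCm38 from 17463349 to 17573980 and Ccne2 on chromosome 4 from 11190433 to 11204779, and each carries 1 guide seed site in the 3′ UTR, while E2f1 carries none.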

The proproliferative role for Tbx2 revealed by integrating the ChIP and RNA-seq data reinforces the outcome from the GSEA of human tumors. Although further work is necessary to confirm the biological significance of the regulation of the target genes by Tbx2, our conclusion is that rather than suppressing senescence by regulating a single gene, the role of Tbx2 is to implement a broad-ranging antisenescence and proproliferative gene expression program (Fig. 7). However, as many of the apparently Tbx2-activated genes also contain E2F binding sites and Tbx2 regulates expression of E2F family members, some effects on gene expression following depletion of Tbx2 could arise indirectly via decreased E2f1. Notably, whether Tbx2 is a bone fide transcription activator in some contexts awaits confirmation that may be difficult to obtain. For example, Tbx2 binds nucleosomal DNA where precise nucleosome positioning is required for target sequences to be accessible. However, fusion of regulatory sequences to reporters can lead to aberrant nucleosomal positioning across a promoter with as little as a 2-bp shift in wrapping of DNA around the histone octamer, leading to fundamental changes in requirements for gene regulation (Martinez-Campa et al. 2004). Moreover, mutation of a Tbx2 binding site in a genomic context (an E-box, for example) may disrupt binding of transcription factors able to recognize the same sequence. Nevertheless, our results are currently consistent with Tbx2 being required both to maintain and repress transcription.

**Figure 7.**
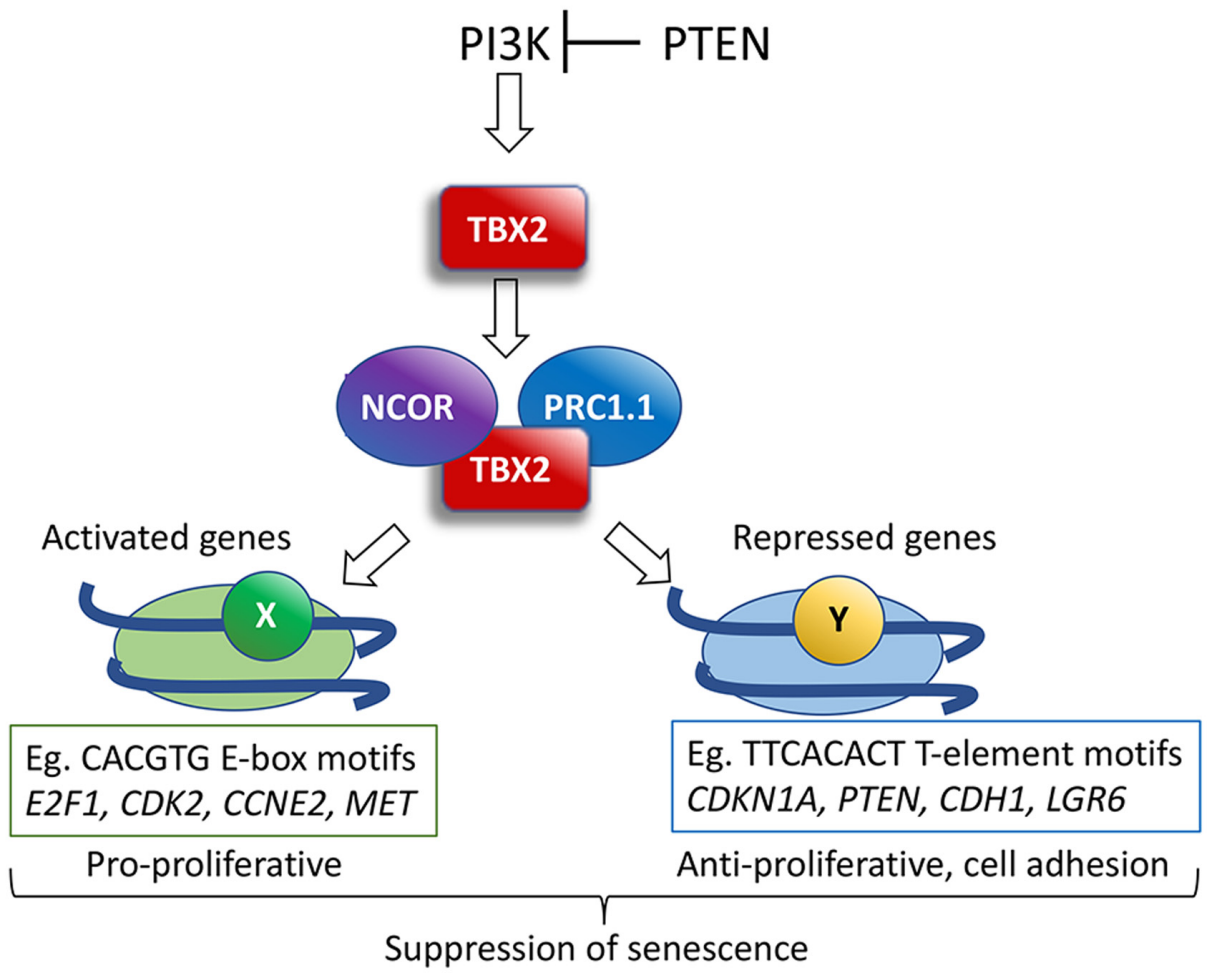
Summary of TBX2 function. TBX2 expression is activated by PI3K signaling, including via loss of *PTEN*, and interacts with chromatin remodeling complexes, including PRC1.1 and the NCOR complex, although whether different interacting complexes regulate different genes or interact with TBX2 at different times is unclear. Note that while multiple components of the PRC1.1 complex and NCOR were detected using mass spectrometry, only interaction with Pcgf1 was validated using the nuclear tethering assay. TBX2 will recognize nucleosomal DNA at loci using DNA-binding cofactors to dictate binding specificity, with genes repressed or activated after Tbx2 depletion exhibiting different sequences associated with TBX2 binding. Activated genes tend to be proproliferative and repressed genes tend to be antiproliferative or antimigration, and the resulting gene expression program driven by TBX2 will suppress senescence. While TBX2 has been characterized as a repressor, it is possible its capacity to activate or repress transcription is mediated by the cooperating transcription factors.

The ability of TBX2 to bind and activate or repress transcription will be dependent on a wide range of factors. These include the location of its binding sites in relation to other regulatory elements and the regional epigenetic landscape, as well as the identification of its interacting cofactors that may facilitate targeting to specific loci and its capacity to remodel chromatin. Moreover, cooperating transcription factors whose binding is enhanced by interaction with Tbx2 could themselves mediate transcription activation, rather than Tbx2 itself. To date, in addition to the homeodomain transcription factor NKX2.5 (Habets et al. 2002), TBX2 has been identified as interacting with HDAC1 (Vance et al. 2005), RB1 (Vance et al. 2010), a range of transcription factors such as HMGB2 and PBX1 identified by mass spectrometry (Lüdtke et al. 2021), EGR1 (Redmond et al. 2010), PML (Martin et al. 2012), and the heterochromatin proteins CBX (Lüdtke et al. 2021) and HP1α (Crawford et al. 2019). Tbx2 also was reported to bind components of the NuRD chromatin remodeling complex (Lüdtke et al. 2021). Our mass spectrometry analysis identified many of these factors (e.g., HDAC1, HDAC2, CHD4, PBX1, and NKX2.5) but below our stringent 1% FDR statistical cutoff. Nevertheless, confirmation of HDAC1/2 interaction with TBX2 in proximity ligation assays (Lüdtke et al. 2021) suggests that even the lower-stringency interactors detected here may be relevant for Tbx2 function. Note that one limitation of our mass spectrometry analysis was that it was performed in HEK293 cells rather than in melanoma cells, meaning that we may have missed interaction with some melanocyte/melanoma-specific factors. Nevertheless, as TBX2 is widely expressed in many cell types, the interacting factors identified here are likely to be relevant for TBX2 function.

Beyond the wide range of Tbx2-interacting transcription factors detected, which presumably act to facilitate cooperative recruitment to, and regulation of, target genes, Tbx2 also interacts with a number of chromatin remodeling factors, including CHD7, BCL11A, NCOR1, and NCOR2. In addition, we found Tbx2 interaction with BCOR that participates in the formation of the PRC1.1 complex, one of six noncanonical PRC1 complexes described to date (Piunti and Shilatifard 2021). We also found Tbx2 associated with additional BCOR/PRC1.1 components BCORL1, PCGF1, KDM2B, and SKP1, while RING1 and USP7 were identified but fell below our 1% FDR statistical cutoff. Although we did not detect interaction with the PRC1.1 complex factors RYBP or YAF2, this may be because their orientation within the PCR1.1 complex would not permit their biotinylation and purification using the BioID approach. We confirmed the interaction between Tbx2 and PCGF1 using a nuclear tethering assay and Pcgf1 was also found by ChIP at the Tbx2 binding sites in the *E2f1* gene, where its recruitment was dependent on Tbx2 expression, and, like Tbx2, it was required for E2f1 expression. Like TBX2, PRC1 is implicated in maintenance of cell identity, choice of cell fate, and transitions between cell states associated with specific lineages (Vidal and Starowicz 2017). More specifically, PCGF1 is required for proliferation, and in a zebrafish knockout model, loss of PCGF1 leads to premature aging characterized by increased senescence (Dupret et al. 2016). Similar observations have been made for KDM2B, which protects mouse embryonic fibroblasts from senescence by repressing the *CDKN2a* (p16^INK4a^) gene (Tzatsos et al. 2009), as does Tbx2 (Jacobs et al. 2000). However, while some Tbx2 functions may be regulated by interaction with the BCOR/PRC1.1 complex, the association with Tbx2 of multiple epigenetic regulators identified here and in other studies (Vance et al. 2005; Lüdtke et al. 2021) suggests that Tbx2 may use different cofactors depending on context. For example, different cofactors may be used at different times in the cell cycle (Bilican and Goding 2006), in response to different signaling pathways regulating Tbx2 function, or depending on its DNA-binding cofactors at specific binding sites.

Given the proproliferative and antisenescence program driven by TBX2, understanding how its expression is regulated is also a key issue. Previous work identified *TBX2* as a target for retinoic acid receptor (Boskovic and Niles 2004), a PML–E2F4 complex (Martin et al. 2012), Sonic Hedgehog (Lüdtke et al. 2016), and WNT (Aydoğdu et al. 2018) as well as PAX3, a lineage-restricted transcription factor that plays a key role in melanocyte development and in melanoma (Liu et al. 2013). Here we significantly extended these observations to reveal that *TBX2* is regulated by PI3K signaling. This is important given the critical role of the PI3K pathway in promoting senescence bypass in fibroblasts (Kennedy et al. 2011), as well as in melanoma, where loss of *PTEN* can cooperate with activated *BRAF* or *NRAS* to promote tumor initiation and metastatic dissemination (Nogueira et al. 2010; Vredeveld et al. 2012). We show that TBX2 expression is up-regulated in human tumors and mouse models where *PTEN*, a negative regulator of PI3K signaling, is inactivated. The control of TBX2 by PI3K therefore makes biological sense, and is reflected in the ontology of the TBX2-regulated genes identified here. Therefore, it seems likely that the effects of PI3K signaling on melanoma growth, progression, and senescence bypass may be mediated at least in part by TBX2. Significantly, we also reveal that TBX2 directly represses *PTEN* in melanoma, a result consistent with observations in rhabdomysosarcoma (Zhu et al. 2016) and nasopharyngeal carcinoma (Lv et al. 2017), where TBX2-mediated repression of *PTEN* mRNA expression has been observed. Since PTEN represses PI3K, and TBX2 is activated by PI3K signaling, our results suggest TBX2 participates in a positive feedback loop, a mechanism used biologically to stabilize specific cell states. Finally, we also note that in the absence of *Pten* loss, the genetically defined mouse tumors with activating *Braf* mutations exhibited a lower expression of *Tbx2* than the *Nras* mutant tumors, presumably because Nras can signal via PI3K. However this difference was not reproduced in human tumors where the median *TBX2* expression was not significantly different between tumors with activated *NRAS* or *BRAF*. The difference between mouse and human tumors may reflect the fact that human tumors are more genetically heterogenous or that the microenvironment (for example, signaling human tumors) may exhibit a significant amount of immune cell infiltration that is usually reduced in mouse tumors. Nevertheless, our results do provide compelling evidence that TBX2 is up-regulated by PI3K signaling that is associated with melanoma progression.

## Materials and methods

### Cell lines

All melanoma cell lines were authenticated by STR analysis using Eurofins Genomic service. All parental and derivative cell lines were verified mycoplasma-free using Ludwig Cancer Research monthly mycoplasma testing service. Cells were grown in RPMI media supplemented with 10% fetal bovine serum (FBS) without antibiotics. When reaching confluence, cells were passaged 1:6 to 1:10 depending on cell line using trypsin. Tagging of endogenous Tbx2 in B16 melanoma cells was performed using 3xHA and was carried out according to the protocol of Stewart-Ornstein and Lahav (2016).

### Bacterial strains

*Escherichia coli* DH5α bacteria genotype F^−^ Φ80*lac*ZΔM15 Δ(*lac*ZYA-*arg*F) U169 *rec*A1 *end*A1 *hsd*R17(r_k_^−^, m_k_^+^) *pho*A *sup*E44 *thi*-1 *gyr*A96 *rel*A1 λ^−^ (Invitrogen 18265017) was used.

### Plasmids

The px330 plasmid was a gift from Maike Effern (Bonn, Germany). peFLUT1a-3xHA-NeoR was constructed by inserting the 3xHA tag into the XhoI and EcoRI sites in the peFLUT1a-NeoR vector, which was a gift from Dr. Vincenzo D'Angiolella. peGFP-USF2 plasmid was constructed by inserting USF2 CDS into the XhoI and EcoRI sites in pEGFP-C1 plasmid. The mCherry-LacR-plasmid was provided by Dr Nico Dantuma (Stockholm, Sweden). TBX2 WT or deletion mutants were cloned into the BamHI site of the mCherry-LacR plasmid.

### eFlut tagging of the endogenous Tbx2 gene

To direct Cas9 to cut the C terminus of the endogenous *Tbx2* gene, single-guide RNA (sgRNA) was designed to target the following sequence near the stop codon: GCCGGGAGTCGCCCAAGTGAGGG. To clone the sgRNA into the px330 plasmid, the top (5′ → 3′) CACCGGCCGGGAGTCGCCCAAGTGA and bottom strand (5′ → 3′) AAACTCACTTGGGCGACTCCCGGCC were annealed and then cloned into the BbsI site of px330 (px330-SL007). To design the primers for PCR amplification of the donor template with homology arms, the 40 bp immediately preceding the stop codon and the 40 bp immediately after were selected. Then, 20 bp from the N terminus of the 3xHA tag were added to the forward primer, and 20 bp from the C terminus of the selection marker (the neomycin resistant gene) were added to the reverse primer. To eliminate the sgRNA site, the PAM site was removed from the donor sequence and a silent mutation was introduced to the last base before the PAM. For tagging the C terminus of Tbx2 with 3xHA, forward primer SL095 and reverse primer SL069 were used to amplify the donor template from peFLUT1a-3xHA-NeoR. The primers designed above and respective template plasmids were used to make donor sequences for homology-directed repair (HDR) using Phusion polymerase with HF buffer.

Thirty-thousand B16 cells were plated in 2 mL of growth media per well in a six-well plate. *Trans*-IT-LT1 reagent was warmed to room temperature and 200 μL of Opti-MEM serum-free media was placed in a sterile tube. One microgram of Cas9-sgRNA plasmid (px330-SL007) and 1 μg of homology donor were added to the medium and mixed. Ten microliters of LT1 reagent was added to the diluted DNA mixture (1:5 ratio of DNA:lipid mix) and gently mixed and the mix incubated for 15 min at room temperature before the DNA lipid mix was then added dropwise to the cells. Forty-eight hours after transfection, cells were trypsinized and plated in a 10-cm dish. Cells were allowed to recover overnight from transfection and to express Cas9. B16 cells transfected with 3xHA-NeoR donor sequence were then selected in growth media containing 500 μg/mL G418 for 6 d until negative control cells, which were transfected only with the Cas9 plasmid but not the donor sequence, were eliminated. Viable cells were recovered in normal growth media for 3 d until individual clones were visible by eye. Primers flanking the coding region of Tbx2 C terminus and 3′ untranslated region (UTR) were used to generate a band that was distinguishable. The PCR reaction was designed so that a large band was apparent if the insertion was successful, a small band was apparent if not, and both bands were apparent if the clone was heterozygous or a mixed population. For B16-Tbx2-3xHA-NeoR clones, primers SL127/128 were used for the genomic DNA PCR. Then, nested PCRs were conducted (primers SL059/128 were used to amplify the 3xHA-NeoR-3′ UTR region, and primers SL127/132 were used to amplify the Tbx2-3xHANeoR region) followed by sequencing to confirm the locus was modified correctly.

### Western blotting

Cells were washed once with 1× PBS, and then lysed with RIPA buffer (150 mM NaCl, 50 mM Tris, 0.1% [w/v] SDS, 0.5% [w/v] sodium deoxycholate, 1% Triton X-100). Plates were rotated for 10 min at 4°C, and then cell lysates collected and transferred to Eppendorf tubes. We added 2× Laemmli buffer (125 mM Tris-HCl, 4% [w/v] SDS, 1% bromophenol blue, 10% β-mercaptoethanol, 20% glycerol) to the RIPA buffer, and the mixture was placed in a heat block for 15 min at 95°C. Whole-cell protein lysates were subjected to 10% polyacrylamide SDS- PAGE before proteins were transferred onto nitrocellulose membranes (Amersham Biosciences). Membranes were blocked with 5% nonfat milk in PBS containing 0.1% Tween 20 and probed with the appropriate primary antibodies overnight at 4°C. Proteins were detected using antimouse or antirabbit immunoglobulin coupled to horseradish peroxidase (Bio-Rad and Santa Cruz Biotechnology) and visualized with an ECL detection kit (GE RPN2106).

### Pathology

The antibody used for immunohistochemistry corresponding to human melanoma tissue was rabbit anti-Tbx2 HPA008586 (Sigma-Aldrich): low-expressing sample: male, aged 41, metastasis; high expressing sample: female, aged 82, metastasis. Images obtained from the Human Protein Atlas (https://www.proteinatlas.org/ENSG00000121068-TBX2/pathology/melanoma).

### Mouse melanoma tumors

Mice were bred and maintained in the specific pathogen-free mouse colony of the Institut Curie, in accordance with the institute's regulations and French and European Union laws. The generation of transgenic mice and associated melanoma were described previously (Lesche et al. 2002; Delmas et al. 2003; Ackermann et al. 2005; Yajima et al. 2006; Dhomen et al. 2009; Conde-Perez et al. 2015).

### Ethical rules

Animal care, use, and experimental procedures were conducted in accordance with recommendations of the European Community (86/609/EEC) and Union (2010/63/UE) and the French National Committee (87/848). Animal care and use were approved by the ethics committee of the Curie Institute in compliance with the institutional guidelines. Experimental procedures were specifically approved by the ethics committee of the Institut Curie CEEA-IC 118 (CEEA-IC 2016-001) in compliance with the international guidelines.

### Immunofluorescence

Adherent cells were grown on glass coverslips in 12-well plates until 80% confluence. Growth media was removed and cells were washed once with 1× PBS. PBS was then removed and 4% paraformaldehyde (PFA) was added, and cells were fixed for 10 min at room temperature. PFA was removed, and cells were washed twice with PBS before being permeabilized and in blocking solution (5% BSA in PBS + 0.1% Triton X-100) for 20 min at room temperature. Primary antibodies were diluted in blocking solution, added to wells, and incubated for 1 h at room temperature. Primary antibodies were then removed, cells were washed twice with PBS, and secondary antibodies (conjugated to fluorescent labels) were diluted 1:1000 in blocking solution; 0.5 μg/mL DAPI was added. The mix was next incubated for 30 min at room temperature. Antibody DAPI mix was removed, cells were washed three times with PBS, and coverslips were mounted on polysine microscopy slides with 2 μL of VectaShield mounting medium (Vector Laboratories H-1000-10). Coverslip edges were sealed using nail polish. Samples were imaged using a Zeiss 710 microscope with 20× objective.

### Nuclear tethering assay

Twenty-four-thousand U2OS-LacO cells were plated in 24-well plates. In total, 250 ng of the bait LacR-mCherry plasmid and the GFP-tagged prey plasmids were diluted in 80 μL of Opti-MEM and 2 μL of FuGENE 6 added before mixing, incubation for 15 min at room temperature, and addition to cells. Twenty-four hours later, cells were passaged 1:6, transferred to an eight-well chambered coverglass (Nunc Lab-Tek, 155411), and allowed to attach overnight. Medium was then removed from the eight-well chamber, and cells were washed once with PBS before fixing with 4% PFA for 10 min at room temperature. PFA was then removed and cells were washed twice with PBS. DAPI (1 μg/mL) diluted in PBS was added to the well and incubated for 5 min at room temperature before the DAPI solution was removed and cells were washed three times with PBS. Chamber wells were mounted with 10 μL of VectaShield mounting medium (Vector Laboratories H-1000-10) and imaged using a Zeiss 710 with a 64× oil objective at 1280 × 740 resolution. Cells transfected with both plasmids were selected for imaging and quantification. To quantify the image data generated, DAPI staining was used to mask the nuclear area and nuclear area size (ns) was measured. mCherry staining was used to mask the nuclear focus (dot) area and the dot area size (ds) was measured. Average GFP intensity in the nuclear and dot area was measured (GFP*_n_* and GFP*_d_*) as well as total GFP total fluorescence in nuclear and dot area (GFP*_tn_* and GFP*_td_*). GFP dot/nucleus ratio was calculated as ratio = GFP*_d_*/(GFP*_tn_* − GFP*_td_*) × (*ns* − *ds*).

### Crystal violet staining

Twenty-thousand B16 cells were plated in a 12-well plate (0.88 mL of cell suspension) and transfected with 10 nM siRNA (diluted in 120 μL of Opti-MEM containing 3 μL of Lipofectamine RNAiMAX). After 24 h, the 1 mL of transfection mix was replaced with 0.88 mL of normal growth media and, after a further 24 h, cells were again transfected with 10 nM siRNA. After 48 h, the transfection mix was removed and cells were fixed with 2% PFA for 10 min. Cells were stained with 0.1% crystal violet for 10 min, washed, air-dried, and scanned using a Fuji FLA-5100 imager.

### Cell cycle analysis by flow cytometry

Cells were plated in six-well plates and transfected with 20 nM siRNA for 48 h. Cells were washed and trypsinized, and cell suspension was transferred to Eppendorf tubes on ice and centrifuged at 800*g* for 2 min at 4°C. The supernatant was then discarded and cells were resuspended in 300 μL of PBS. Pure ethanol (750 µL) was added and mixed immediately by pipetting. Cells were then incubated with ethanol for 1 h on ice before centrifugation at 800*g* for 2 min at 4°C. The supernatant was discarded, and cells were resuspended in 250 μL of PI staining solution and then incubated with propidium iodide staining solution for 40 min at 37°C. PBS (750 μL) was added and mixed, and then cells were centrifuged at 800*g* for 2 min at room temperature. The supernatant was discarded, and cells were resuspended in 300 μL of SS5 solution, and then analyzed in a FACS Fortessa machine.

### Chromatin immunoprecipitation sequencing and qPCR (ChIP-seq and ChIP-qPCR)

B16-Tbx2-3xHA-NeoR cl#02 and cl#09 cells were cultured in 15-cm dishes using RPMI-1640 media. Fifteen 15-cm dishes were used for each replicate of ChIP-seq, and three were used for ChIP-qPCR. Cells were cross-linked for 10 min by adding formaldehyde (Sigma F8775) to a final concentration of 0.8%, and then quenched for 10 min by adding glycine to a final concentration of 200 mM. Cells from three 15-cm dishes were then washed, scraped, and collected into a 50-mL falcon tube (Corning 430828), and centrifuged at 1500*g* for 10 min. Cell pellet was lysed in 1 mL of ChIP lysis buffer (50 mM Tris-HCl at pH 8.0, 10 mM EDTA, 10 mM sodium butyrate, 1% SDS, 4× PIC [Roche 05056489001]) and passed through a 100-μm cell strainer before being sonicated for 15 min in a Covaris S220 (peak incident = 145 W, duty factor = 5%, cycle/burst = 200) until 200- to 400-bp fragments were obtained (assessed by 1% agarose gel). The sonicated chromatin was cleared by centrifugation at 13,000*g* for 10 min and the supernatant was diluted eightfold in ChIP dilution buffer (16.7 mM Tris at pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1% Triton X-100, 0.01% SDS) before 12 μg of anti-HA antibody (Roche 11666606001) or anti-Pcgf1 antibody (from Blackledge et al. 2014) was added, and chromatin was rotated in a 50-mL falcon tube overnight. In parallel, 60 μL of Dynabeads protein G (Invitrogen, 10004D) was washed, resuspended in ChIP dilution buffer, and blocked in 0.5 mg/mL BSA overnight at 4°C. Immunoprecipitation was carried out using blocked Dynabeads for 1 h at 4°C. The beads were washed three times each in low-salt wash buffer (20 mM Tris-HCl at pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), high-salt wash buffer (20 mM Tris-HCl at pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), and LiCl wash buffer (10 mM Tris-HCl at pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% sodium deoxycholate, 1% NP-40) with beads transferred to a new DNA LoBind tube (Eppendorf Z666548) with each wash. The beads were eluted in 200 µL of elution buffer (100 mM NaHCO_3_, 1% SDS). Reversal of cross-linking of chromatin-immunoprecipitated DNA was done overnight at 55°C with addition of NaCl (final concentration 300 mM), 20 µg of RNase A, and 20 µg of Proteinase. Chromatin-immunoprecipitated DNA was recovered using a QIAquick PCR purification kit (Qiagen 28106). The concentration of chromatin-immunoprecipitated DNA used in sequencing was assessed using Qubit dsDNA HS assay kit (Invitrogen Q32851). Samples were subjected to 150-bp paired-end sequencing using a NovaSeq6000 (Illumina) at the Wellcome Trust Genomic Service, Oxford. qPCR reactions were performed with Brilliant II SYBR Green qPCR master mix (Agilent 600828) and analyzed using a Rotor-Gene Q. Melting curve analyses were carried out to ensure product specificity, and, to calculate the relative quantity of gene expression, a standard curve method was performed. Relative abundance of chromatin-immunoprecipitated DNA was normalized to 1% of input DNA. Three biological replicates were included in each experiment, and the data were represented as mean ± SD.

### RNA-seq of mouse melanoma cells in vitro

B16 and B16-Tbx2-3xHA-NeoR cl#02 and cl#09 (1.1 × 10^5^ of each) were plated in six-well plates (2.2 mL/well). siCN and siTbx2 were diluted in 150 μL of Opti-MEM (final concentration 20 nM). Lipofectamine RNAiMAX (7.5 μL; Invitrogen 13778030) was diluted in 150 μL of Opti-MEM (final concentration 0.3%). Diluted siRNA and diluted Lipofectamine were mixed together and incubated for 5 min at room temperature. Three-hundred microliters of siRNA–lipid mix was added dropwise to cells and mixed. At 24 h, transfection media was replaced with normal growth media; cells were allowed 24 h to recover. At 48 h, cells were lysed to collect RNA using RNeasy minikit (Qiagen 74106) according to the manufacturer's protocol. Fifteen microliters of 200 ng/μL extracted RNA from each sample (biological triplicates for all experiments) was submitted to the Wellcome Trust Genomic Service, Oxford. ERCC ExFold RNA spike-in mix (Ambion) was added prior to library preparation using QuantSeq 3′ mRNA-seq library preparation kit using 500 ng of starting material to minimize the PCR amplification step. Samples prepared were sequenced on HiSeq4000 (Illumina).

### ChIP-seq analysis

Prior to mapping to the mouse reference genome (mm10) with Bowtie2 (v.2.3.5) (Langmead and Salzberg 2012), quality of the raw sequencing data was evaluated using FastQC (v.0.11.7), and adapter contamination was removed using CutAdapt (v.2.8) when necessary. Peak calling was performed using MACS2 (v.2.1.2) (Zhang et al. 2008) taking a *q*-value of 0.01 as threshold. Bowtie2-generated SAM files were compressed to BAM files, indexed using SAMtools (v.1.9), sequentially converted to bigWig files using USCStools (v.373), and uploaded to the UCSC genome browser for visualization. Input and ChIP bigWigs were overlayed in the same track for a more intuitive presentation for peak quality. HOMER (v.4.8) was used to perform known motif enrichment and de novo motif identification, taking given peak size as input as we have paired-end data. Tag density plots were generated using seqMINER (v.1.3.4) (Ye et al. 2011), and overlap of peaks were generated using BEDTools intersect function (Quinlan and Hall 2010). Peak distribution across genomic features and relative to TSSs was obtained from the R package ChIPseeker. Venn diagrams of overlapped peaks were generated from the R package ChIPpeakAnno.

### RNA-seq analysis

The output raw Fastq files were examined for quality using Fastqc (version 0.11.7) and mapped against mm10 genome using STAR (version 2.6.1d). Reads per gene from STAR output BAM files were counted using FeatureCounts (subread/1.6.2). Counts per gene and sample information were converted to DeSeqDataSet objects and sequentially used as input for differential gene expression analysis using the R package Deseq2 (version 1.28.1). The Deseq function filters out lowly expressed genes, calculates normalization size factors, estimates dispersion, applies negative binominal GLM fitting, and calculates Wald statistics to identify differentially expressed genes (DEGs). Genes with an adjusted *P*-value <0.05 were considered statistically significant DEGs. Heat maps of RNA-seq samples were generated from counted reads in DeSeqDataSet object using the R package ComplexHeatmap. Raw reads were centered and scaled around the mean and hierarchically clustered. PCAs were generated from log transformed read counts using the R package ggfortify to visualize inter- and intragroup variability arising from transfection, clones, and replicates. Gene set enrichment analysis (GSEA) was carried out using the R package fgsea. One-thousand permutations were conducted for each gene set. Data were preranked by a gene significance score π-value combining expression fold change and statistical significance. π-value of the i-th gene in a data set was calculated as π_i_ = ‐φ_i_ (−log_10_ ρ_i_), where φ is the fold change and ρ is the adjusted *P*-value (Xiao et al. 2014). Gene ontology (GO) was carried out at http://geneontology.org using statistically significant DEGs, and the top 15 pathways were visualized using the R package ggplot2. KEGG pathway analysis was carried out in the R package clusterProfiler using the enrichKEGG function, and the visualization of individual KEGG pathways was generated using the pathview package. Visualization of the GSEA, GO, and KEGG pathways was done in ggplot2.

### Cloning, bacterial protein expression, and purification of the TBX2 T-box

The TBX2 DNA-binding domain (amino acids 94–281) was cloned by using restriction sites NcoI and XhoI into pETM14 (EMBL) in-frame with an N-terminal His tag and the 3C protease site. It was expressed in the *Escherichia coli* BL21(DE3) codon RIL strain. Cultures were grown in the terrific broth medium at 37°C to an optical density of 1.0–1.2, induced with 0.5 mM isopropyl thiogalactose (IPTG) for 4 h at 24°C, pelleted by centrifugation (5000×*g* for 30 min), and resuspended in 50 mL of lysis buffer (50 mM HEPES/NaOH at pH 7.5, 300 mM NaCl) containing DNase I and EDTA-free protease inhibitors (Roche). Cells were lysed three times by using an emulsifier under a constant pressure of 10,000 psi, and cell debris was removed by centrifugation (21,000×*g* for 40 min), filtered through a 0.45-µm filter, and loaded onto the pre-equilibrated HisTrap HP 5 mL (GE healthcare). The column was washed with 50 mL of lysis buffer, followed by 30–50 mM imidazole washes and then eluted with 250 mM imidazole. The eluted fusion protein was cleaved using 3C protease in the overnight dialysis buffer (lysis buffer). The cleaved fusion protein was then passed through the same HisTrapHP 5 mL (equilibrated with lysis buffer) to get rid of the His-tagged 3C protease while the TBX2(94–281) protein was in the flowthrough. The flowthrough was then concentrated using the 30-kDa concentrator (Merck KGaA) and loaded onto the pre-equilibrated (buffer used 50 mM HEPES at pH 7.2, 150 mM NaCl) Superdex 75 column size exclusion chromatography column (GE healthcare). The purified protein was aliquoted and stored at −80°C or used for biophysical experiments. Every step of the purification was analyzed with SDS-PAGE before proceeding to the next.

### Fluorescence anisotropy

Fluorescence-labeled oligonucleotides were synthesized at Metabion (Planegg/Steinkirscheny). Sequences are provided in the Supplemental Material. The E-box was annealed with the reverse complementary unlabeled E-box oligonucleotide through incubation for 5 min at 95°C, followed by a passive cooling step to room temperature. The fluorescein-labeled T-box was subjected to a similar annealing step followed by passive cooling without the reverse complementary unlabeled oligonucleotide considering the palindromic nature of the T-box sequence. Increasing concentrations of TBX2(94–281) protein were incubated with the respective dsDNA oligonucleotides at a final concentration of 3.33 nM for 10 min at 25°C in 50 mM HEPES/NaOH (pH 7.3) and 200 mM NaCl. Fluorescence anisotropy was then measured using an Infinite M1000 plate reader (TECAN) using the excitation diode at 470 nm and detecting the emitted light at 530 nm.

### Mass spectrometry

#### Cloning and cell line generation

Constructs for the genes of interest were generated via Gateway cloning into pDEST BirA*-FLAG-pcDNA5-FRT-TO as previously described (Lambert et al. 2019). Details of all entry clones and destination vectors used in this study are available on request. Details of all entry clones and destination vectors used in this study are in Supplemental Table S1, A and B. Bait proteins of interest were stably expressed in T-REx Flp-In HEK293 as described by Lambert et al. (2014). Parental Flp-In T-REx HEK293 cells, as well as stable cells expressing BirA*-FLAG, fused either to a green fluorescent protein (GFP) or to a nuclear localization sequence (NLS) were used as negative controls for the BioID experiments and processed in parallel to the bait proteins. Empty Flp-In T-REx HEK293 cells expressing GFP or fused to FLAG tag were used as negative controls for AP-MS experiments and processed in parallel to the bait-expressing cell lines. Stable cell lines were selectively grown in the presence of 200 μg/mL hygromycin up to 80% confluence before expression was induced via 1 μg/mL tetracycline and 50 μM biotin for 24 h and the cells were harvested. Cells were pelleted at low speed, washed with ice-cold PBS, and frozen at −80°C until purification.

#### Proximity biotinylation

The BioID protocol was adapted from Lambert et al. (2015) with slight modifications. Cell pellets from two 150-mm plates were pelleted, frozen, and thawed in 1.5 mL of ice-cold RIPA buffer containing 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% NP-40, 1 mM EDTA, 1 mM EGTA, 0.1% SDS, and 0.5% sodium deoxcycholate. PMSF (1 mM), DTT (1 mM), and Sigma-Aldrich protease inhibitor cocktail (P8340; 1:500) were added immediately before use. The lysates were sonicated, treated with benzonase, and centrifuged as described above. For each sample, 60 μL of streptavidin-sepharose bead slurry (GE Healthcare 17-5113-01) was prewashed three times with 1 mL of lysis buffer by pelleting the beads with gentle centrifugation and aspirating off the supernatant before adding the next wash. Biotinylated proteins were captured on prewashed streptavidin beads for 3 h at 4°C with rotation. The beads were gently pelleted and then washed twice with 1 mL of RIPA buffer and three times with 1 mL of 50 mM ammonium bicarbonate (pH 8.0). Following the final wash, the beads were pelleted and any excess liquid was aspirated off. Beads were resuspended in 100 μL of 50 mM ammonium bicarbonate, and 1 μg of trypsin solution was added. The samples were incubated overnight at 37°C with rotation and then an additional 1 μg of trypsin was added, followed by a further incubation for 2–4 h. The beads were pelleted and the supernatant was transferred to a fresh tube. The beads were rinsed twice with 100 μL of HPLC-grade water and the wash fraction was combined with the supernatant. The peptide solution was acidified with 50% formic acid to a final concentration of 2% and the samples were placed in a speedvac to dry. Tryptic peptides were resuspended in 25 μL of 5% formic acid and stored at −80°C until analyzed by mass spectrometry.

#### Experimental design for mass spectrometry experiments

For each analysis, two biological replicates of each bait were processed independently. These were analyzed alongside negative controls in each batch of samples processed. For BioID, cell lines expressing a BirA*-FLAG-GFP construct, a BirA*-NLS-FLAG construct, or no bait (i.e., empty cell line) were used. These control cell lines were grown in parallel to those expressing baits studied here and treated in the same manner (24-h tetracycline induction, etc.). To minimize carryover issues, extensive washes were performed between each sample (see details for each instrumentation type); and the order of sample acquisition on the mass spectrometer was also reversed for the second biological replicate to avoid systematic bias.

#### Preparation of HPLC columns for mass spectrometry

A spray tip was formed on a fused silica capillary column (0.75 μm ID, 350 μm OD) using a laser puller (program = 4; heat = 280, FIL = 0, VEL = 18, DEL = 200). Ten centimeters to 12 cm of C18 reversed-phase material (Reprosil-Pur 120 C18-AQ, 3 μm; Dr. Maisch HPLC GmbH) was packed in the column by pressure bomb (in MeOH). The column was then equilibrated in buffer A prior to sample loading.

#### Mass spectrometry acquisition using TripleTOF mass spectrometers

Five microliters of each sample was directly loaded at 400 nL/min onto the equilibrated HPLC column. The peptides were eluted from the column over a 90-min gradient generated by a NanoLC-Ultra 1D plus (Eksigent) nanopump and analyzed on a TripleTOFTM 5600 instrument (AB SCIEX). The gradient was delivered at 200 nL/min starting from 2% acetonitrile with 0.1% formic acid to 35% acetonitrile with 0.1% formic acid over 90 min followed by a 15-min cleanup at 80% acetonitrile with 0.1% formic acid, and a 15-min equilibration period back to 2% acetonitrile with 0.1% formic acid, for a total of 120 min. To minimize carryover between each sample, the analytical column was washed for 3 h by running an alternating sawtooth gradient from 35% acetonitrile with 0.1% formic acid to 80% acetonitrile with 0.1% formic acid, holding each gradient concentration for 5 min. Analytical column and instrument performance were verified after each sample by loading 30 fmol of BSA tryptic peptide standard (Michrom Bioresources, Inc.) with 60 fmol of α-Casein tryptic digest and running a short 30-min gradient. TOF MS calibration was performed on BSA reference ions before running the next sample in order to adjust for mass drift and verify peak intensity. The instrument method was set to a data-dependent acquisition (DDA) mode, which consisted of one 250-msec MS1 TOF survey scan from 400–1300 Da followed by twenty 100-msec MS2 candidate ion scans from 100 to 2000 Da in high-sensitivity mode. Only ions with a charge of 2+ to 4+ that exceeded a threshold of 200 cps were selected for MS2, and former precursors were excluded for 10 sec after one occurrence.

#### Data-dependent acquisition MS analysis

Mass spectrometry data were stored, searched, and analyzed using the ProHits laboratory information management system (LIMS) platform (Liu et al. 2016). Within ProHits, AB SCIEX WIFF files were first converted to an MGF format using WIFF2MGF converter and to an mzML format using ProteoWizard (v3.0.4468) and the AB SCIEX MS data converter (V1.3 beta). Thermo Fisher Scientific RAW mass spectrometry files were converted to mzML and mzXML using ProteoWizard (3.0.4468) (Kessner et al. 2008). The mzML and mzXML files were then searched using Mascot (v2.3.02) and Comet (v2012.02 rev.0). The spectra were searched with the RefSeq database (version 57, January 30, 2013) acquired from NCBI against a total of 72,482 human and adenovirus sequences supplemented with “common contaminants” from the Max Planck Institute (http://lotus1.gwdg.de/mpg/mmbc/maxquant_input.nsf/7994124a4298328fc125748d0048fee2/$FILE/contaminants.fasta) and the Global Proteome Machine (GPM; http://www.thegpm.org/crap/index.html). For the TripleTOF 5600 files, the database parameters were set to search for tryptic cleavages, allowing up to two missed cleavage sites per peptide with a mass tolerance of 40 ppm for precursors with charges of 2+ to 4+ and a tolerance of ±0.15 amu for fragment ions. Deamidated asparagine and glutamine and oxidized methionine were allowed as variable modifications. The results from each search engine were analyzed through TPP (the Trans-Proteomic Pipeline v4.6 OCCUPY rev 3) (Deutsch et al. 2010) via the iProphet pipeline (Shteynberg et al. 2011). SAINTexpress version 3.3 (Teo et al. 2014) was used as a statistical tool to calculate the probability value of each potential protein–protein interaction from background contaminants using default parameters. Unless otherwise specified, controls were compressed by half, to a minimum of eight controls, using a strategy first introduced by Mellacheruvu et al. (2013). Two unique peptide ions and a minimum iProphet probability of 0.95 were required for protein identification prior to running SAINTexpress.

#### MS data visualization and archiving

Functional enrichment analysis was performed using g:Profiler using the default parameters. Dot plots and heat maps were generated using ProHits-viz (https://prohits-viz.lunenfeld.ca) (Knight et al. 2017), while Venn diagrams were generated using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html) and refined using a local implementation of Chart Wizard (Google). All MS files used in this study were deposited at MassIVE (http://massive.ucsd.edu). They were assigned the identifier MSV000086613 and can be accessed at ftp://massive.ucsd.edu/MSV000086613. The password to access the files is “TBX2” until publication.

### Genomic data availability

ChIP-seq data sets using endogenous Tbx2-HA have been deposited in the NCBI Gene Expression Omnibus under superseries accession number GSE175705, with the ChIP-seq data available under GSE175703, and RNA-seq data available under GSE 174704. All bioinformatics analyses were carried out using publicly available packages as described above.

## Supplementary Material

Supplemental Material

# Supplementary material for: TBX2 controls a proproliferative gene expression program in melanoma
**Source:** Genes Dev. 2021 Dec 1;35(23-24):1657–77. doi: 10.1101/gad.348746.121
**Supplement:** Supplemental Material

TBX2 controls a proproliferative gene expression program in melanoma — Supplemental Material 

# TBX2 controls a proproliferative gene expression program in melanoma

## Supplemental Material

- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2A.xlsx
- Supplemental\_Table\_S2B.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_TABLE\_S5\_.xlsx
- Supplemental\_FIGURE\_S1\_R.tif
- Supplemental\_Figure\_S2S\_R.tif
- Supplemental\_FIGURE\_S3R.tif
- Supplemental\_Figure\_S4S\_R.tif
- Supplemental\_Figure\_S5R.tif
- Supplemental\_Figure\_S6R.tif
- Supplemental\_MatlMeth\_Legends.docx

# Supplementary material for: TBX2 controls a proproliferative gene expression program in melanoma
**Source:** Genes Dev. 2021 Dec 1;35(23-24):1657–77. doi: 10.1101/gad.348746.121
**Supplement:** Supplemental Material

**SUPPLEMENTAL MATERIALS TABLE OF CONTENTS**

**Supplemental Materials and Methods**

**Supplemental Figure Legends**

**Supplemental Table legends**

**SUPPLEMENTAL MATERIALS AND METHODS**

*Table of antibodies, software, oligonucleotides, and siRNAs*

| **Antibodies** | | | |
| --- | --- | --- | --- |
| Actin | Sigma-Aldrich | | A4700 |
| ERK-2 | Santa Cruz | | Sc-1647 |
| E2F1 | Cell Signaling | | 3742 |
| CDK2 | Santa Cruz | | Sc-163 |
| GAPDH | Sigma-Aldrich | | G9545 |
| HA | Cell Signaling | | 3724 |
| HA (12C5) | Roche | | 11583816001 |
| Tbx2 | Home-made | |  |
| TBX2 | Sigma-Aldrich | | HPA008586 |
| PCGF1 | Santa Cruz | | sc-515371 |
| PCGF1 [EPR23757-38] | Abcam | | ab259943 |
|  |  | |  |
| **Genome Analysis Software and Algorithms** | | | |
| STAR | (Dobin et al. 2013) | |  |
| Deseq2 | (Love et al. 2014) | |  |
| ggplot2 | ISBN 978-3-319-24277-4 | | https://ggplot2.tidyverse.org. |
| Bowtie2 | (Langmead and Salzberg 2012) | |  |
| MACS2 | (Zhang et al. 2008) | |  |
| Homer | (Heinz et al. 2010) | |  |
| BedTools | (Quinlan and Hall 2010) | |  |
| seqMINER | (Ye et al. 2011) | |  |
| CistromeGO | (Li et al 2019) | | http://go.cistrome.org |
|  | | | |
| **Oligonucleotides** (sequence 5’→3’) | | | |
| AGGGCCTATTTCCCATGATTC | | IDT | SL056 |
| ATGTTCCTGACTATGCGGGC | | IDT | SL059 |
| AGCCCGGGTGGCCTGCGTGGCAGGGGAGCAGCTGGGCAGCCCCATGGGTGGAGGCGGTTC | | IDT | SL069 |
| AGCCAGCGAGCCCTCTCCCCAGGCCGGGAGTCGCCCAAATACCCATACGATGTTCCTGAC | | IDT | SL095 |
| TGCGCTTCAGTCCTTACCAG | | IDT | SL127 |
| CAGCATCCTCCACACCAGTT | | IDT | SL128 |
| GGTAGCCAACGCTATGTCCT | | IDT | SL132 |
|  | | | |
| Fluorescence anisotropy probes (sequence 5’→3’) | |  |  |
| AATTTCACACCTAGGTGTGAAATT **-**Fluorescein | | METABION |  |
| GAGAC*CACGTG*TTGAC **-**Fluorescein | | METABION |  |
|  | | | |
| **siRNAs** | | | |
| siCN:  MISSION® siRNA Universal Negative Control #1 | | Sigma | SIC001 |
| siTbx2 #05:  Sense (5’**→**3’) GCCAAAUACAUCCUGCUAAtt  Antisense (5’**→**3’) UUAGCAGGAUGUAUUUGGCtt | | Sigma | SASI_Mm01_00166394 |
| siTbx2 #06:  Sense (5’**→**3’) GGAUUUGAUGCAAAUUUCUtt  Antisense (5’**→**3’) AGAAAUUUGCAUCAAAUCCtt | | Sigma | SASI_Mm02_00315876 |
| siTbx2 #14:  Sense (5’**→**3’) CCAAAUACAUCCUGCUAAUtt  Antisense (5’**→**3’) AUUAGCAGGAUGUAUUUGGtt | | Sigma | SASI_MM02_00315877 |
| siTBX2 #15  Sense (5’**→**3’) CCAAUGAACUGCAGAGCAUtt  Antisense (5’**→**3’) AUGCUCUGCAGUUCAUUGGtt | | Sigma | SASI_HS01_00169003 |
| siTBX2 #16  Sense (5’**→**3’) CGCUAUAAGUUCCACAACUtt  Antisense (5’**→**3’) AGUUGUGGAACUUAUAGCGtt | | Sigma | SASI_HS01_00169004 |
| siPcgf1 #18  Sense (5’**→**3’) GCUUGCAAGACAGUGAAGAtt  Antisense (5’**→**3’) UCUUCACUGUCUUGCAAGCtt | | Sigma | SASI_MM02_00350685 |
| siPcgf1 #19  Sense (5’**→**3’) CCACUAUUAUCGAUAUGAUtt  Antisense (5’**→**3’) AUCAUAUCGAUAAUAGUGGtt | | Sigma | SASI_MM01_00075493 |
| siPcgf1 #20  Sense (5’**→**3’) GUCAUGCAGGACAUAGUGUtt  Antisense (5’**→**3’) ACACUAUGUCCUGCAUGACtt | | Sigma | SASI_MM01_00075494 |
| siPcgf1#21 | | Santa Cruz | sc-152107 |
| siBCoR | | Santa Cruz | sc-72636 |

**SUPPLEMENTAL FIGURE LEGENDS**

**Figure S1.** TBX2 expression is regulated by PI3K signaling. *(A)* Western blot for indicated proteins in 3 human melanoma cell lines after treatment for 24 h with indicated inhibitors (10 μM). *(B)* qRTPCR analysis of *TBX2* mRNA expression in 501mel cells over time after treatment with 15 μM LY294002. Expression relative to DMSO. Error bars indicate S.D, n = 3, Student t-test.

**Figure S2.** HA-tagged endogenous Tbx2. *(A)* Schematic showing location of primers used to verify tagging of endogenous Tbx2. *(B)* PCR products derived from parental B16 cells or tagged clones 2, 6 and 9. *(C)* DNA sequence across parental and tagged Tbx2 loci.

**Figure S3.** Tbx2-HA ChIP-seq data reproducibility. (A) Inter-replicate correlation analysis for ChIPs from Clones 2 and 9. (B) Venn diagram showing overlap between ChIP replicates in each cell line. (C) Overlap between the ChIP peaks called between clones 2 and 9 and the Tbx2 ChIP-seq dataset previously published by Ludtke et al (2021). (D) GO analysis ranked by p-value of ChIP Tbx2 peaks derived from promoters, introns or intergenic regions as indicated. (E) Fluorescence anisotropy using bacterially expressed and purified Tbx2 T-box DNA binding domain and the indicated probes.

**Figure S4.** Gene expression following depletion of Tbx2. *(A)* Western blot showing Tbx2 expression following transfection of parental B16 cells or Tbx2-HA-expressing clones 2 and 9 with control or Tbx2-specific siRNAs. *(B)* Principal component analysis of gene expression profiles of untransfected B16 cells or clones 2 and 9. *(C)* Venn diagrams showing overlap in numbers of DEGs between parental B16 cells and clones 2 and 9 after depletion of endogenous Tbx2. *(D)* GSEA analysis of gene expression profiles of clones 2 or 9 after depletion of Tbx2 using siRNA.

**Figure S5.** *(A)* Venn diagrams showing overlap between bound genes identified by ChIP-seq and the differentially expressed genes (DEG) with *p*<0.05 after Tbx2 knockdown in either clone 2 or clone 9. *(B)* Differential gene expression of E2f family genes in B16 cells transfected with control or siTbx2. *(C)* UCSC browser screenshots showing Tbx2 ChIPs at the *E2F3* locus.

**Figure S6.** *(A, B)*Western blots for indicated proteins of 501mel or A375M cells (A) or B16 cells (B) transfected with control or PCGF1/Pcgf1-specific siRNAs as indicated.

**SUPPLEMENTAL Tables**

**Table S1.** Annotated Tbx2 ChIP-seq peaks

**Table S2A.** Significant Differentially expressed genes obtained by RNA-seq of Tbx2-depeleted B16 cells

**Table S2B.** All Differentially expressed genes obtained by RNA-seq of Tbx2-depeleted B16 parental clone 2 and clone 9 cells

**Table S3.** Genes bound and regulated by Tbx2

Table S4. Cell cycle-related DEGs

**Table S5.** Mass spectrometry analysis of Tbx2-interacting factors identified by BioID.

How the deposited data were processed for this re-analysis (not part of the article)

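RNA was measured by sequencing of 3′ ends in parental B16 mouse melanoma cells and in clones 2 and 9, each untransfected or 48 h after transfection with control or Tbx2 siRNA, 3 samples per condition and 27 in all. The files compare the 18 transfected samples, Tbx2 siRNA against control siRNA within each line. The 9 untransfected samples were not analysed here. Samples were grouped by line and siRNA as labelled.

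The authors checked reads with FastQC 0.11.7, aligned them to mm10 with STAR 2.6.1d, counted them per gene with featureCounts of Subread 1.6.2 and fitted the counts with DESeq2 1.28.1. The signal in the deposited tables is the authors' mean normalized count over samples, after their size factors. The log2 fold change and its standard error in the deposited tables come from the authors' fit. The score in the deposited tables is the authors' Wald statistic, which equals the fold change divided by its standard error (largest difference 1.01e-13). The p-value and the adjusted p are the authors' own, with the adjusted p missing where their filter on low means removed a gene. Each deposited table has 23512 entries, of which 92 are spike-in transcripts and 27 are names that a spreadsheet turned into dates. The spike-in transcripts were left out of all counts and tests of genes and examined apart. Their 4 subgroups and the nominal ratios between the 2 mixes were written down from general knowledge of the product, since neither the paper nor the deposited tables give them. Genes with date-like names cannot be assigned to a list. Of the genes, 20896 have a p-value and 2524 have a mean of 0. Since no table holds values per library, nothing was fitted again and the depth per sample is unknown.

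Counts of genes take the authors' adjusted p under 0.05. Overlaps between lines were set against independent lists of the same lengths, and log2 fold changes of the lines were correlated by Pearson's and Spearman's methods. Differences between lines were tested with z, the difference of 2 log2 fold changes over the root of their summed squared standard errors, with a normal two-sided p adjusted by Benjamini-Hochberg. This adjustment was over all genes for single named genes as well. A named gene whose difference did not pass is therefore not shown to respond equally in the lines. Lists of genes, 35 written before the deposited tables were opened but with the shortened copies of the supplement's tables in view, were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistics with a preset correlation of 0.01, adjusted over the lists within a line. Mouse Reactome pathways with 15 to 500 measured members, which come with fgsea 1.28.0, were tested in the same way after gene names were joined to identifiers, 21571 by symbol and 1662 by synonym, with 160 left unmatched. Table S4 was tested with Fisher's exact test, two-sided, by the presence of a ChIP peak in the table, for falls and, chosen after the values were seen, for calls in either direction. Other computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The list test was tested on shuffled statistics of parental cells with lists of 30 genes drawn at random. There 20 of 20 lists shifted by 3 in the statistic were recovered and 0 of 20 unshifted lists were called. Members of such lists are not correlated, so the simulation cannot show how often lists of correlated genes would be called wrongly.

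Sites for positions 2 to 8 of the guide of Tbx2 siRNA number 06 were searched in 3′ UTRs of at least 30 bases from the reference annotation. The Wald statistic was fitted by a linear model with the presence of a site, the log of the 3′ UTR length and its AU content, and the coefficient was ranked among those of all distinct orders of the same 7 bases.

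Genes named in the text follow a rule set before the deposited tables were opened: Tbx2 and every gene the paper names for these data, 15 in each direction by the smallest absolute log2 fold change over the lines among genes called the same way in all of them, up to 4 called members of each list by absolute log2 fold change in parental cells, and up to 5 per pair of lines and direction past the test of the difference, the last 3 groups with a mean of 50 or more. The values of parental cells in the supplement and in Fig. 5A had been seen by then. Genes named outside the rule are marked as such, and some genes that the rule names are not reported here.

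The alternatives tried were other thresholds (an adjusted p of 0.01, absolute log2 fold changes of 0.5 and 1), a test against a change of 0.5, adjustment over every gene with a p-value, floors of 10 and 50 on the mean, centring, rescaling of one line, a preset correlation of 0.05, ranks or the log2 fold change as the statistic, fgsea with 1000 permutations on the paper's ranking, lists without shared genes, and other seeds. The copies of Tables S1, S2A, S2B and S3 at hand are cut short, so no test was run on them, and the gene sets of the paper's enrichment analysis were not used here.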

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

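The test of the cell cycle lists without genes that carry a guide seed site, both tests of the spike-in transcripts and the search for transcripts that pair with most of the guide were chosen after the results were seen.

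Sites for the seed of the siRNA guide in 3′ UTRs, which the paper does not analyse, went with lower expression. In a linear model of the Wald statistic with 3′ UTR length and AU content, the coefficient of the site was −1.39 in parental cells (standard error 0.0883), −1.16 in clone 2 (0.0750) and −1.11 in clone 9 (0.0751). Of the 140 orders of the same 7 bases, 1.43% had a coefficient as low in each line, that is 2 with the site itself, and the other 1 holds the pairing with guide positions 2 to 7 followed by A. The seed is therefore a candidate explanation for part of the falls, with 27.6% of genes with a site and 17.0% of those without one falling in parental cells, 24.4% and 13.1% in clone 2, and 25.0% and 13.6% in clone 9. Loss of Tbx2 stays open as an explanation for the rest, as genes without a site fell too, and sites in some 3′ UTRs were not searched for want of a sequence (95.0% of genes tested in parental cells had one).

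The lists of DNA replication, origin licensing, E2F target, mitosis and homologous recombination genes fell in all 3 lines. Among genes whose 3′ UTR was found and holds no guide seed site all 5 lists were still called down in every line, with a largest adjusted p of 3.76e-07 from cameraPR. This argues against the site AAATTTC in the members' own 3′ UTRs as the cause. Genes with AATTTCA but not AAATTTC stayed in the test. The coefficient of AATTTCA was −1.49 in parental cells and lower than that of AAATTTC in every line. Genes with sites for the other strand of the siRNA stayed in as well. For such sites in the members' own 3′ UTRs the test therefore cannot decide. A loss of Tbx2 and an indirect effect of the guide, through a regulator that it lowers, both stay open, and neither was tested. The paper reports lower E2f1 protein with 3 different siRNAs against Tbx2 in B16 cells, and more cells in G1 and fewer cells with independent siRNAs (Fig. 4D–F), which argues against an effect of 1 guide alone on the cell cycle, while these lists were not measured with them.

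The spike-in transcripts, which the paper does not analyse, moved in opposite directions in clone 2 and the other lines. All 11 of subgroup A with a mean of 50 or more differed between clone 2 and parental cells, by a median of 4.10 on the log2 scale, and passed the test of the difference. The medians of the 4 subgroups spanned at least 2.87 from lowest to highest in every line, which argues against a different amount of a single mix. They lay within 0.254 of the nominal log2 ratio between the 2 mixes of the product, taken from general knowledge and not from the paper or the files, so a candidate explanation is that the libraries with Tbx2 siRNA and control siRNA received different mixes, the other way round in clone 2. No biological explanation was tested, and Tbx2 fell in clone 2 as in the other lines.

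Fgfrl1 differed between the clones, with a log2 fold change 1.32 higher in clone 9 than in clone 2, the 1 gene past the test of the difference among the 3 pairs of lines.

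Genes outside those that the paper discusses changed more than Tbx2 did. 2310057J18Rik rose by 5.80, 4.11 (0.43) and 4.22 (0.45) in the authors' deposited tables for parental cells, clone 2 and clone 9. Mrpl45 fell by −3.92, −3.61 (0.21) and −3.38 (0.26) in the authors' deposited tables. Mrpl45 is 1 of 12 tested genes other than Tbx2 whose transcripts hold a stretch that pairs with 16 of the 19 guide positions, as do Lrrc59 at −1.02 and Dcaf10 at −0.91 in parental cells in the authors' deposited table. Of the 12, 4 fell and 4 rose in parental cells, 3 and 3 in clone 2, and 5 and 2 in clone 9, with Cep170 and Bcas3 rising in all 3 lines, and their median log2 fold changes were 0.12, −0.03 and −0.14.

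Targets of ATF4 and the integrated stress response, a list the paper does not discuss, were called up, with most members not called in either clone. Of 32 tested in parental cells 16 rose and 2 fell (median 0.67, adjusted p = 0.00109 from cameraPR, and adjusted p = 0.0350 with a preset correlation of 0.05). In clone 2 14 rose and 1 fell of 33 (median 0.76, adjusted p = 7.42e-05, and adjusted p = 0.0101 with that correlation), and in clone 9 4 rose and 1 fell (median 0.55, adjusted p = 0.0406, and adjusted p = 0.237). The calls were lost in 1, 1 and 3 of 6 other settings. Adjusted over the list alone the numbers were 21 and 2, 15 and 1, and 4 and 1. Gpt2, an aminotransferase, rose by 1.66 (0.24), 1.32 (0.24) and 1.06 (0.24) in the authors' deposited tables. Atf3 rose by 1.96 (0.67) and 1.93 (0.66) in parental cells and clone 2, and had 1.25 (0.66, adjusted p = 0.150) in clone 9 in the authors' deposited tables.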

How the results depend on the processing

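The alternative that leaves out genes with a guide seed site in the 3′ UTR or no 3′ UTR found and the count of Table S4 genes called up or down were chosen after the results were seen, and the others were planned.

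The size of change that was asked for set the number of genes. With an absolute log2 fold change of 1 or more, 1373 genes were called in parental cells (716 up, 657 down), 973 in clone 2 (551 up, 422 down) and 1124 in clone 9 (548 up, 576 down), and 281 rose and 258 fell in all 3 lines. In the test against an absolute change of 0.5 these numbers were 881 (394 up, 487 down), 451 (233 up, 218 down), 563 (193 up, 370 down), 101 and 162. Both ask for a larger change by construction. At an adjusted p under 0.01, 1200 genes rose in clone 2, 998 in clone 9 and 643 in all 3 lines. Asking for at least 2 of the 3 lines gave 1760 genes up and 1785 down. An absolute change of 0.5, adjustment over every gene with a p-value, a mean of 10 or of 50 or more and centring left every count within 1.5 times that reported, from 3264 to 4254 genes in parental cells, 2619 to 3506 in clone 2 and 2634 to 3380 in clone 9. Among genes whose 3′ UTR was found and holds no guide seed site, 3439, 2797 and 2710 genes were called, and 856 rose and 856 fell in all 3 lines. Tbx2 fell, past the threshold, in each line under each setting that was run for it, which leaves out that without seed-site genes.

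Pearson's r between lines rose with a mean of 50 or more, to 0.923 for parental cells and clone 2, 0.906 for parental cells and clone 9 and 0.855 for the clones, and among genes called in at least 1 of the 2 lines, to 0.907, 0.890 and 0.837. The cause was not tested. Without Tbx2 it moved by less than its interval. Between parental cells and clone 9, where 0 genes had passed the test of the difference, a mean of 50 or more gave 2 genes higher in clone 9 (Fgfrl1 and 5031439G07Rik) and 1 lower (Bend6), and centring gave 1 higher (Fgfrl1) and 1 lower (Bend6). Between the clones a difference above 0.5 left 0 genes higher in clone 9, and rescaling clone 9 added 1 gene lower (Sulf2). These names were chosen after their values were seen.

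Lists called up depended on the method more than the cell cycle lists did. Of 33 calls of a list in a line, 16 held under every planned setting, namely DNA replication, E2F targets, G2/M and mitosis and p53 targets in each line, and origin licensing and homologous recombination in the clones. With fgsea on the paper's ranking p53 targets were the 1 list called up in parental cells, in clone 2 (1) and in clone 9 (1), and 3 lists were called down in parental cells. A preset correlation of 0.05 left 2 lists called up in clone 2 (p53 and ATF4 targets) and 1 in clone 9 (p53 targets). Without genes held by another list 1 was called up in clone 9 (p53 targets). With the log2 fold change as the statistic 5 were called up in clone 9, with YAP-TEAD targets and the markers of other cell types added. The adjusted p of fgsea is bounded by its 1000 permutations, and otherwise the cause was not tested. Among Reactome pathways a preset correlation of 0.05 left 0, 0 and 0 called up and 72, 56 and 68 called down in parental cells, clone 2 and clone 9, and ranks of the statistic gave 19 called up in parental cells and 1 in clone 9. Over all settings 673 values of a list in a line kept their side of the threshold, 49 lost it and 10 gained it.

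Fisher's exact test of falls by peak in Table S4 stayed above 0.05 with another definition of bound and at an adjusted p under 0.01, with p from 0.0623 to 1.00. Counting genes called up or down, it went under 0.05 in clone 2 for G2/M genes (exact p = 0.0189) and both lists (exact p = 0.0111) and in clone 9 for both lists (exact p = 0.0399), since genes that rose then count as changed. The coefficient of a seed site was lower for the 7 bases followed by A (−1.64, −1.35 and −1.35) and for genes with a mean of 50 or more (−1.74, −1.49 and −1.41). With the seed of the passenger strand, the other strand of the same siRNA, it was −0.540 (standard error 0.103), −0.432 (0.0869) and −0.376 (0.0870). Sites for that strand thus also went with lower expression, though this coefficient was not ranked among other orders of its bases. The coefficient was positive for the seeds of the other siRNAs, 0.180, 0.150 and 0.126 for number 05 and 0.139, 0.122 and 0.0925 for number 14. Numbers 05 and 14, whose targets overlap, are other sequences by construction.

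Of 664 values of a named gene in a line, 494 were called. Over the alternatives 4566 kept their side of the threshold, 636 lost it, 266 of them in the test against 0.5 and 211 at an absolute change of 1, and 12 gained it, and none reversed. No paired analysis was possible because the tables hold no value per library, and leaving out each replicate in turn and other splits of the samples were not run for the same reason. The depth of each library is unknown.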

Differences from the paper's values

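The settings named here were chosen before the deposited tables were opened, apart from the count of Table S4 genes called in either direction, which was chosen after the values were seen.

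The numbers of genes called in each line and shared by the 3 lines equal the paper's, since both count the authors' own calls at the paper's threshold. For the genes that Table S4 marks as changed, its log2 fold changes lie within 0.000494 of those in the authors' deposited table for parental cells.

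The paper states that Hippo signaling went down on depletion of Tbx2. In the list of Hippo components 11 of 27 rose and 4 fell in parental cells, with the direction up under every setting there (adjusted p from 0.0531 to 0.942), and in clone 2 the list was called up, a call lost in 4 of 6 other settings (adjusted p = 0.144 with a preset correlation of 0.05, and up to 0.721). The 1 setting and line with the direction down was fgsea in clone 9 (adjusted p = 0.984). The list holds kinases of the pathway together with Yap1 and TEAD factors, on the side that the pathway restrains, so its direction does not measure Hippo signaling. YAP-TEAD targets, which Hippo signaling restrains, were called up in parental cells and clone 2 (calls lost in 2 and 3 of 6 other settings), which is the direction of the paper's statement. Lats2, Amotl1, Amotl2, Ajuba and Ptpn14 are in both lists and count in each. Fig. 5L prints DNA replication, homologous recombination, mismatch repair and the cell cycle under its heading for up-regulated genes and Hippo, FoxO and mTOR signaling under that for down-regulated genes. Here the lists of DNA replication, homologous recombination and the cell cycle fell in all 3 lines, mismatch repair was not called in any, FoxO targets, which are not the panel's FoxO signaling genes, were called up in all 3 (calls lost in 1, 2 and 3 of 6 other settings), and mTOR components were not called. For replication and the cell cycle this is the direction of the paper's statement that Tbx2 promotes replication and the cell cycle. The panel covers genes bound by Tbx2, and these lists are not limited to those.

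The paper links the rise of the p53 pathway to inflammatory signaling. The list of secreted inflammatory factors was not called in any line from the Wald statistics, and neither was that of interferon response genes. Neither list is a gene set of the paper's enrichment analysis, so this does not test the paper's result. Of the 47 secreted factors listed, 20 had an adjusted p in parental cells and 21 in each clone. With the log2 fold change as the statistic, interferon response genes were called up in parental cells (adjusted p = 0.00677) and clone 2 (adjusted p = 0.00389), and secreted factors in clone 2 (adjusted p = 0.00685). p53 targets rose in all 3 lines.

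The paper reports lower Myc targets in parental cells and like processes in the clones. Myc targets and genes of ribosome biogenesis were called down in parental cells and clone 9, calls lost in 3 and 4 of 6 other settings (largest adjusted p = 0.119 and 0.192, with a preset correlation of 0.05). They were not called in clone 2 under any of the settings (adjusted p from 0.472 to 0.980). The paper also reports lower mTORC1 targets. No list of these was used here, and the list of pathway components was not called in parental cells under any setting (adjusted p from 0.290 to 0.858).

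The paper describes Table S4 as genes both bound and regulated by Tbx2. Of its 91 genes, 32 carry a ChIP peak in the table and 59 carry none. Of the 79 with an adjusted p in parental cells, 22 rose, 26 fell and 31 did not pass. Genes with a peak were called in either direction more often than genes without one in all 3 lines, and after adjustment over the 9 tests none passed (adjusted p from 0.0852 to 0.265).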

Other observations

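The tests of lists given here were planned, and Cd68 was named after its values were seen.

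Chaperones of the unfolded protein response were called down in parental cells, a call lost in 4 of 6 other settings. Of 19 tested, 1 rose and 9 fell in parental cells, 1 and 4 in clone 2 and 1 and 4 in clone 9, with 1 and 10, 1 and 4, and 1 and 4 when adjusted over the list alone (adjusted p = 0.00818, 0.423 and 0.324). With a preset correlation of 0.05 the list did not pass in parental cells (adjusted p = 0.0588). Calr, calreticulin, which carries a guide seed site, fell by −1.95 (0.19), −1.42 (0.19) and −1.50 (0.19) in the authors' deposited tables. Of 76 cytosolic ribosomal proteins, 13 rose and 1 fell in parental cells, 18 and 0 in clone 2 and 8 and 2 in clone 9, with 11 and 1, 14 and 0, and 5 and 2 when adjusted over the list alone (adjusted p = 0.0698, 0.00826 and 0.451). Their call in clone 2 was lost in 3 of 6 other settings (adjusted p = 0.172 with a preset correlation of 0.05).

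Genes of heme and iron had as many falls in each line, and the list was called in clone 2 alone, a call lost in 4 of 6 other settings. Of 18, 1 rose and 8 fell in parental cells, 1 and 8 in clone 2 and 0 and 8 in clone 9, with 1 and 8, 1 and 8, and 1 and 8 when adjusted over the list alone (adjusted p = 0.104, 0.0176 and 0.116). With a preset correlation of 0.05 the list did not pass in clone 2 (adjusted p = 0.0958). Fech, ferrochelatase, fell by −0.68 (0.14), −0.84 (0.14) and −0.75 (0.15), and Ftl1, ferritin light chain, by −0.73 (0.15), −0.97 (0.15) and −0.58 (0.15) in the authors' deposited tables. Among 22 genes of melanocyte differentiation and pigmentation, 5 rose and 6 fell in parental cells, 3 and 8 in clone 2 and 4 and 6 in clone 9, with 5 and 7, 3 and 8, and 4 and 6 when adjusted over the list alone (adjusted p = 0.196, 0.0496 and 0.305). Their median was 0.02, their mean −0.02 and their direction down in clone 9. Their call in clone 2 was lost in 5 of 6 other settings (adjusted p = 0.189 with a preset correlation of 0.05). Mreg, of melanosome transport and with a guide seed site, fell by −2.06 (0.15), −1.69 (0.15) and −1.70 (0.16), and Gpr143, a melanosomal receptor, by −1.56 (0.21), −1.66 (0.23) and −1.31 (0.24) in the authors' deposited tables. Trpm1, a cation channel of melanocytes, rose by 1.39 (0.33), 1.13 (0.33) and 0.90 (0.33) in the authors' deposited tables.

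Of the metabolic lists, none passed. Of 30 genes of cholesterol and fatty acid synthesis, 1 rose and 8 fell in parental cells, 2 and 5 in clone 2 and 4 and 7 in clone 9, with 1 and 8, 2 and 5, and 4 and 8 when adjusted over the list alone (adjusted p = 0.438, 0.673 and 0.894). Among 17 genes of glycolysis, 0 rose and 2 fell in parental cells, 1 and 3 in clone 2 and 2 and 0 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.506, 0.394 and 0.500). From 19 genes of fatty acid oxidation, 4 rose and 0 fell in parental cells, 2 and 1 in clone 2 and 2 and 0 in clone 9, with 4 and 0, 0 and 0, and 2 and 0 when adjusted over the list alone (adjusted p = 0.380, 0.880 and 0.324). Genes of the mitochondrial respiratory chain numbered 71 tested in parental cells and 72 in the clones, of which 13 rose and 7 fell in parental cells, 3 and 8 in clone 2 and 7 and 8 in clone 9, with 13 and 7, 2 and 8, and 6 and 7 when adjusted over the list alone (adjusted p = 0.376, 0.880 and 0.628). Lysosomal genes numbered 33 tested in parental cells and 34 in the clones, of which 11 rose and 4 fell in parental cells, 10 and 6 in clone 2 and 9 and 6 in clone 9, with 13 and 7, 10 and 6, and 10 and 6 when adjusted over the list alone (adjusted p = 0.720, 0.785 and 0.715). Npc2, a cholesterol carrier of the lysosome, fell by −1.05 (0.11), −0.78 (0.11) and −0.83 (0.11) in the authors' deposited tables. Median, mean and cameraPR direction differed in sign for genes of cholesterol and fatty acid synthesis in parental cells (median 0.12, mean −0.12, direction down), genes of cholesterol and fatty acid synthesis in clone 2 (median 0.06, mean −0.03, direction down), genes of cholesterol and fatty acid synthesis in clone 9 (median 0.23, mean 0.01, direction down), genes of fatty acid oxidation in clone 2 (median 0.00, mean −0.02, direction down), genes of the mitochondrial respiratory chain in clone 2 (median 0.02, mean 0.02, direction down).

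Lists of cell state and chromatin did not pass either. Replication-dependent histones numbered 21 tested in parental cells and 24 in the clones, of which 2 rose and 4 fell in parental cells, 1 and 1 in clone 2 and 3 and 3 in clone 9, with 2 and 3, 1 and 0, and 3 and 2 when adjusted over the list alone (adjusted p = 0.494, 0.572 and 0.724). The list holds 63 histone genes, so most had no adjusted p. The libraries read polyadenylated mRNA, and how well they capture histone transcripts was not tested. Among 13 genes of MHC class I antigen presentation, 4 rose and 3 fell in parental cells, 3 and 1 in clone 2 and 3 and 2 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.720, 0.373 and 0.357). Invasive and mesenchymal genes numbered 24 tested in parental cells and 25 in the clones, of which 5 rose and 5 fell in parental cells, 2 and 6 in clone 2 and 2 and 5 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.779, 0.813 and 0.715). Epithelial junction genes numbered 8 tested in parental cells and 9 in the clones, of which 0 rose and 1 fell in parental cells, 0 and 0 in clone 2 and 0 and 0 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.720, 0.834 and 0.824). Neural crest and neuronal genes numbered 12 tested in parental cells and 13 in the clones, of which 3 rose and 3 fell in parental cells, 3 and 3 in clone 2 and 3 and 3 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.563, 0.673 and 0.628). B2m, β2-microglobulin, rose by 1.34 (0.15), 1.24 (0.15) and 1.54 (0.16), and Tapbp, tapasin, by 0.74 (0.18), 0.83 (0.17) and 1.09 (0.18) in the authors' deposited tables. Cdh1, E-cadherin, fell by −2.58 (0.69, adjusted p = 0.000998) in parental cells in the authors' deposited table, at the authors' mean of 7.74 normalized counts, and had 0.12 (0.70, adjusted p = 0.921) in clone 2 and −0.58 (0.77, adjusted p = 0.631) in clone 9 in the authors' deposited tables. With the log2 fold change as the statistic the histones were called down in each line (adjusted p = 3.55e-05, 0.00124 and 0.0280). Median, mean and cameraPR direction differed in sign for invasive and mesenchymal genes in clone 2 (median 0.08, mean 0.03, direction down).

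Cofactors and relatives of Tbx2 moved both ways. Of 20 PRC1.1 components and other cofactors of Tbx2, 4 rose and 2 fell in parental cells, 5 and 2 in clone 2 and 3 and 2 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.438, 0.785 and 0.575). Among 16 E-box binding factors, 5 rose and 2 fell in parental cells, 3 and 2 in clone 2 and 4 and 1 in clone 9, with 5 and 2, 4 and 2, and 4 and 1 when adjusted over the list alone (adjusted p = 0.383, 0.673 and 0.343). T-box genes numbered 4 tested in parental cells and 5 in the clones, of which 1 rose and 1 fell in parental cells, 0 and 1 in clone 2 and 1 and 1 in clone 9, as many as when adjusted over the list alone (adjusted p = 0.376, 0.397 and 0.451). Chd7, a chromatin remodeler with a guide seed site, rose by 1.53 (0.26) and Tbl1xr1, a corepressor subunit, by 1.08 (0.17) in parental cells, and Mnt, a Max partner, by 1.20 (0.21), 1.06 (0.21) and 0.83 (0.22) in the authors' deposited tables. Tbx15 rose by 1.02 (0.23) in parental cells and 0.63 (0.24) in clone 9 in the authors' deposited tables. Median, mean and cameraPR direction differed in sign for T-box genes in parental cells (median 0.19, mean −0.39, direction down), T-box genes in clone 2 (median 0.02, mean −0.01, direction down).

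Lists reported above for parental cells alone did not pass in the clones. Of 8 CDK inhibitors and pocket proteins, 2 rose and 2 fell in clone 2 (adjusted p = 0.464) and 1 rose and 2 fell in clone 9 (adjusted p = 0.628), with 2 and 4, and 1 and 2, when adjusted over the list alone. Of 10 members of the E2F and DP family, 1 rose and 4 fell in clone 2 (adjusted p = 0.313) and 2 rose and 4 fell in clone 9 (adjusted p = 0.166), with 2 and 4, and 3 and 4, when adjusted over the list alone. Of 30 components of the PI3K, AKT and mTOR pathway, 6 rose and 5 fell in clone 2 (adjusted p = 0.397) and 8 rose and 5 fell in clone 9 (adjusted p = 0.507), with 8 and 6, and 8 and 5, when adjusted over the list alone. Of 31 interferon response genes, 3 rose and 1 fell in clone 2 (adjusted p = 0.313) and 3 rose and 0 fell in clone 9 (adjusted p = 0.248), with 1 and 1, and 3 and 0, when adjusted over the list alone.

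Of 21 markers of other cell types, 2 had an adjusted p in parental cells and 3 in the clones. None changed in parental cells or clone 2 and 1 rose in clone 9, as many as when adjusted over the list alone (adjusted p = 0.695, 0.813 and 0.357). It was Cd68, a lysosomal protein of macrophages, at 2.13 (standard error 0.83, adjusted p = 0.0399) in clone 9 in the authors' deposited table, at the authors' mean of 7.09 normalized counts. With the log2 fold change as the statistic the list was called up in clone 9 (adjusted p = 0.000634).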
